# *mmi1* and *rep2* mRNAs are novel RNA targets of the Mei2 RNA-binding protein during early meiosis in *Schizosaccharomyces pombe*

**DOI:** 10.1098/rsob.180110

**Published:** 2018-09-26

**Authors:** Kaustav Mukherjee, Bruce Futcher, Janet Leatherwood

**Keywords:** Mei2, meiosis, pombe, lncRNA, Mmi1, Rep2

## Abstract

The RNA-binding protein Mei2 is crucial for meiosis in *Schizosaccharomyces pombe.* In *mei2* mutants, pre-meiotic S-phase is blocked, along with meiosis. Mei2 binds a long non-coding RNA (lncRNA) called meiRNA, which is a ‘sponge RNA’ for the meiotic inhibitor protein Mmi1. The interaction between Mei2, meiRNA and Mmi1 protein is essential for meiosis. But *mei2* mutants have stronger and different phenotypes than meiRNA mutants, since *mei2Δ* arrests before pre-meiotic S, while the meiRNA mutant arrests after pre-meiotic S but before meiosis. This suggests Mei2 may bind additional RNAs. To identify novel RNA targets of Mei2, which might explain how Mei2 regulates pre-meiotic S, we used RNA immunoprecipitation and cross-linking immunoprecipitation. In addition to meiRNA, we found the mRNAs for *mmi1* (which encodes Mmi1) and for the S-phase transcription factor *rep2*. There were also three other RNAs of uncertain relevance. We suggest that at meiotic initiation, Mei2 may sequester *rep2* mRNA to help allow pre-meiotic S, and then may bind both meiRNA and *mmi1* mRNA to inactivate Mmi1 at two levels, the protein level (as previously known), and also the mRNA level, allowing meiosis. We call Mei2–meiRNA a ‘double sponge’ (i.e. binding both an mRNA and its encoded protein).

## 1. Introduction

Mei2 is an RNA-binding protein required for initiating pre-meiotic DNA synthesis and meiosis in *Schizosaccharomyces pombe*. Its only known target is meiRNA, a long non-coding RNA encoded by the *sme2* gene [1]. Mei2 has two RNA recognition motifs (RRMs), and the C-terminal RRM is required for meiosis initiation [2]. During vegetative growth, Mei2 is inactivated and the meiotic program kept off because the Pat1 kinase phosphorylates Mei2 [3], inducing its degradation by the proteasome [4]. Signals that induce meiosis inhibit Pat1 kinase activity, allowing stabilization and accumulation of Mei2. Mutants of Mei2 that cannot be phosphorylated and degraded initiate meiosis without nitrogen starvation [3].

meiRNA is an example of a long non-coding RNA (lncRNA), which have diverse functions in eukaryotes. They range from transcriptional regulation in the nucleus, and regulation of chromatin structure [5], to posttranscriptional gene regulation [6]. lncRNAs have also been implicated in human diseases and cancer [7,8]. In fission yeast, lncRNAs play important regulatory roles in cell differentiation [9], drug tolerance [10] and phosphate metabolism [11–13].

In part—but only in part—Mei2 allows meiosis because it binds meiRNA [1,2]. The Mei2 protein localizes at a specific locus in the nucleus during meiosis, forming a ‘dot’ [1] even before the karyogamy stage of meiosis [2]. The meiRNA binds to the Mei2 protein, and is required to form the Mei2 dot. The Mei2 protein–meiRNA complex is formed at the locus of the *sme2* gene, which encodes the meiRNA [14], but almost certainly not any protein [1]. Mei2 protein alone can apparently shuttle between the cytoplasm and nucleus, but binding of meiRNA traps Mei2 protein in the nucleus during meiosis [15,16]. However, adding an NLS to Mei2 protein allows it to localize to the nucleus and form a dot and promote meiosis even in the absence of meiRNA [2]. Importantly, the C-terminal RRM of Mei2 is critical for function even when the meiRNA is absent: addition of an NLS to a Mei2 mutant protein lacking this C-terminal RRM does not enable it to suppress the loss of meiRNA [2]. Thus, Mei2 protein is required in the nucleus to initiate meiosis, and this function requires its RNA-binding ability, not just nuclear localization.

The significance of the Mei2 dot was revealed when the Mei2–meiRNA complex was found to colocalize with another RNA-binding protein, Mmi1, in the nucleus during meiosis. Mmi1 is a crucial inhibitor of meiosis. During vegetative growth, Mmi1 binds to transcripts required for meiotic entry and for early meiosis, and targets them for degradation via the exosome, keeping meiosis off [17–20]. Mmi1 also recruits the Ccr4–Not complex leading to Mei2 ubiquitination by Mot2, and turnover of Mei2 protein [21]. Upon nitrogen starvation and meiotic initiation, the Mei2–meiRNA complex sequesters Mmi1 protein in the nucleus, thus allowing the mRNAs targeted by Mmi1 to escape degradation and be translated in the cytoplasm, thus initiating meiosis [17]. Because Mei2 inhibits Mmi1 protein (by sequestering it in a dot in the nucleus), while Mmi1 inhibits Mei2 (by inducing turnover), these two proteins form a double negative feedback loop, which can act as a meiotic ‘switch’.

Mmi1 binds to the hexanucleotide motif T(T/C/G)AAAC on its target RNAs [19,22]. 

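Hexamers matching T(T/C/G)AAAC were counted on the strand of the gene in the reference sequence (assembly ASM294v3). The annotated *sme2* gene is a long non-coding RNA with no intron that lies on the minus strand of chromosome II from 339346 to 340907, a span of 1562 nt. It holds 7 motifs, at 340553, 339633, 339440, 339422, 339380, 339356 and 339347 (start of each hexamer on the chromosome). The remaining motifs of the locus lie downstream of the annotated 3′ end. When the span was extended in the 3′ direction as far as the RNA is drawn in Fig. 1e, to 2758 nt, it held 23 motifs, the last of them at 338209. The 3′ end was read from the axis of that figure by eye, and its coordinate was fixed only after the motifs of the locus had been counted. Of the 23 motifs, 13 are TTAAAC, 8 are TGAAAC and 2 are TCAAAC. No expression value enters these counts.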

Strikingly, the long, meiotic form of meiRNA has 23 of these Mmi1 motifs [23]. These motifs bind and titrate Mmi1 to keep it localized to the *sme2* locus in the nucleus during meiosis [19,23]. Thus, meiRNA is a decoy RNA, or sponge RNA, which titrates out and effectively inactivates Mmi1 protein [23]. During vegetative growth, a shorter form of meiRNA lacking most of these Mmi1 motifs is made, and this form of meiRNA is degraded by the exosome [23]. This partly explains why meiRNA is unable to sequester Mmi1 during vegetative growth. Mei2 binds to the 5′ end of meiRNA [23].

Although the results cited above show that the Mei2–meiRNA complex promotes meiosis at least partly by titrating out Mmi1 protein, this is not the whole story. Several workers have shown that the *mei2* mutant has a stronger and qualitatively different meiotic phenotype than the *sme2* (meiRNA) mutant. For instance, upon nitrogen starvation, the *mei2Δ* mutant is defective in pre-meiotic S-phase (and, of course, in meiosis). However, the *sme2Δ* mutant performs pre-meiotic DNA synthesis, but cannot undertake meiosis [1]. The ts allele *mei2-33*, an allele where binding of the meiRNA is defective at restrictive temperature, mimics *sme2Δ*, and performs pre-meiotic DNA synthesis, but not meiosis [1]. Finally, the *mei2-644A* mutant, bearing a mutation in the C-terminal RRM, is phenotypically similar to the *mei2Δ* allele, in that it is defective in pre-meiotic DNA synthesis (and meiosis) [1]. This led Watanabe & Yamamoto [1] to suggest ‘Mei2 functions at least twice, prior to pre-meiotic DNA synthesis and prior to meiosis I, by coupling with different RNA partners’. That is, they suggest Mei2 must have two targets, one responsible for allowing pre-meiotic S and a second (presumably meiRNA) responsible for meiosis. Subsequent work showed that if the Mei2 protein is provided with a nuclear localization signal, it can promote meiosis even in the absence of meiRNA (i.e. it suppresses a *sme2/sme2* null mutant) [2]. However, Mei2-NLS can only suppress *sme2/sme2* if the C-terminal RRM of Mei2 is intact, suggesting there may be one or more additional RNA targets for promoting meiosis, and leading Yamashita *et al*. [2] to suggest that ‘Mei2p may have to interact with one or more RNA species in the nucleus in order to promote meiosis I.’ Shichino *et al*. [23] concluded that over-expression of meiRNA does not fully inactivate Mmi1, likewise suggesting Mei2 may have an additional, meiRNA-independent mechanism for inactivation of Mmi1. These various observations that the phenotype of *mei2* is stronger and different from the phenotype of *sme2Δ* (meiRNA) all point to the possibility that Mei2 might bind additional RNA targets. Potentially there is a novel RNA target specifically involved in pre-meiotic S-phase, and possibly an additional novel target helping to inhibit Mmi1 activity, or in otherwise promoting meiosis. This idea motivated us to look for novel RNA-binding partners of Mei2, using techniques such as RIP-CHIP [24] and CLIP-Seq [25] to isolate Mei2, and identify any novel associated RNAs. Strikingly, in addition to meiRNA, we found the *mmi1* mRNA as a target of Mei2, suggesting that Mei2 can inhibit Mmi1 activity independently at two levels, the mRNA level and the protein level. In addition, we found the mRNA for the S-phase transcription factor *rep2*, a factor important for transcription of vegetative S-phase transcripts rather than meiotic transcripts. The binding of *rep2* mRNA could potentially explain why *mei2Δ*, but not *sme2Δ*, fails at pre-meiotic DNA synthesis.

## 2. Material and methods

### 2.1. Yeast strains, media and growth conditions

*Schizosaccharomyces pombe* culture methods were as described in [26]. When required, cells were grown in Edinburgh Minimal Media (EMM) with supplements. For transformation, cells were grown in liquid YES at 32°C overnight and then diluted in equal volume of fresh YES media. Cells were grown another 3 h before harvesting. For nitrogen starvation and sporulation, sporulation agar (SPA) and malt extract (ME) media were used [26]. For immunoprecipitation experiments using h^90^ strains (JLP14, JLP1760 and JLP1772), cells were grown at 32°C on YES up to OD_600_ = 0.6–0.8. Then they were washed and inoculated into ME media for 4–5 h at 23°C. All strains used in this study are listed in electronic supplementary material, table S4.

### 2.2. Construction of TAP-tagged Mei2 and Msa1 strains

The TAP tag cassette was amplified from plasmid pFA-6a-TAP-Kan with 300 nucleotides 5′ and 3′ sequences complementary to either Mei2 C-terminus or Msa1 C-terminus. This was transformed using the protocol by [27]. Kanamycin-resistant transformants were selected on YES-G418 plates, and TAP tag integration was confirmed by colony PCR and sequencing. Primers used are listed in electronic supplementary material, table S4.

### 2.3. Western blot

Cells were lysed according to the procedure mentioned in [26] and equal amounts of protein from each sample were resolved by 10% SDS-PAGE. Mei2-TAP and Msa1-TAP was detected by chemiluminescence using a 1 : 5000 dilution of peroxidase anti-peroxidase (PAP) antibody.

### 2.4. Native RNA immunoprecipitation

Cells were collected in ice, washed with cold lysis buffer, flash-frozen in liquid nitrogen and stored at −80°C. RNA immunoprecipitation (RIP) was done according to the protocol in [28] with the following modifications. All steps were performed in a cold room on ice. Protease inhibitors leupeptin, pepstatin, bestatin and aprotinin were added to a final concentration of 2 µg ml^−1^ of lysis buffer. PMSF was added to a final concentration of 1 mM and 100 U ml^−1^ of SuperaseIn (Ambion) was also added to lysis buffer. Cells were lysed by bead beating using 0.7 mm Zirconia beads in a Fast-Prep at maximum speed for 2 pulses of 20 s and incubation for 5 min on ice in between pulses. 20 µl of lysate was frozen in liquid nitrogen for western, and 50 µl was stored in liquid nitrogen as input. IgG-Agarose beads (Sigma) were used for immunoprecipitation at 4°C for 2 h. Beads were washed for a total of nine washes, three times in lysis buffer, and six times in wash buffer containing NP-40, glycerol, heparin, RNase and protease inhibitors. RNA was eluted from the beads using 1% SDS in 1X TE with SuperaseIn. RNA was purified by phenol:chloroform extraction and sodium acetate and ethanol precipitation.

### 2.5. Microarray

Microarray labelling and hybridization was performed using a two-colour Quick Amp Labeling Kit (Agilent). Labelled cDNAs were hybridized onto custom-made Agilent 2 × 105 K comparative genome hybridization (CGH) arrays for *S. pombe* (Agilent). Immunoprecipitated RNAs were labelled with Cy3. The CGH array had 50 nucleotide probes with 50 nucleotide gaps on each strand. Therefore, the genome coverage is roughly 50%. Normalized Cy5 intensities were visualized on Integrated Genome Browser (IGB) [29]. The RIP-CHIP data are available in electronic supplementary material as processed files in ‘.egr’ format for viewing in IGB. The raw data including array design are available in GEO (GSE114299).

### 2.6. UV crosslinking and immunoprecipitation

Cross-linking immunoprecipitation of Mei2-TAP and Msa1-TAP were done according to [30] with some modifications. Cells were UV cross-linked using Stratalinker with power 100 and default time settings. Cells were lysed exactly as in RIP (above). Lysates were sonicated using a Misonix sonicator at 80 amplitude for 30 s. Immunoprecipitation, washes and elution were done as in RIP, but with different buffers as in [30]. Following elution, 1 µl of 20 mg ml^−1^ proteinase K was added to the eluates and incubated for 1 h at 42°C. RNA was extracted by phenol:chloroform and precipitated using sodium acetate and ethanol.

### 2.7. RNA sequencing of immunoprecipitated RNA and data analysis

Immunoprecipitated RNA was DNase treated, and libraries for Illumina sequencing were made using a Nugen Ovation Universal RNA-Seq system. cDNA was made using a random-primed dUTP method to preserve strand-specificity. cDNA was sonicated using a Misonix 3000 sonicator at 60 amplitude for 10 min on ice. Libraries were PCR-amplified for 12 cycles. The quality of libraries was checked using Bioanalyzer and Qubit, and sequenced on Illumina MiSeq by paired-end sequencing. Reads were mapped to *S. pombe* reference transcriptome version ASM294 v. 2.26 using STAR [31]. Discordant mapping was not allowed and only annotated splice junctions were mapped. Alignments in bam format were sorted and indexed using Samtools and visualized on Integrative Genomics Viewer [32]. Deeptools ‘bamCoverage’ [33] was used to convert bam files to strand-specific bigwig files to visualize pileups at specific loci on IGV.

Peak-calling, enrichment analysis and peak annotation was done using Homer [34]. ‘Histone-mode’ was enabled in Homer to allow for wide peaks. Mei2-specific RNA targets were determined by differential peak calling against CLIP-Seq tags from untagged, and Msa1-TAP separately (electronic supplementary material, table S1). Highly significant Mei2 targets were determined by selecting the top 20 significant peaks (by *p*-value) from Mei2 versus untagged and Mei2 versus Msa1, and taking the intersection of the two sets. This provided us with 10 highly significant CLIP-Seq targets of Mei2 (electronic supplementary material, table S2). Msa1-specific targets were determined by differential peak calling against untagged CLIP-Seq tags (electronic supplementary material, table S3). Our CLIP-Seq data including the bigwig and peak files are available in GEO, accession code: GSE112117.

For enrichment analysis in figure 3, Homer was used to calculate the tag counts for 5 nucleotide bins over the entire length of the target RNA. These were then normalized to the percentage length of each RNA. Subsequently these were hierarchically clustered with Euclidian distance as the similarity metric and simple linkage using Cluster v. 3.0 [35]. The clusters were visualized by Java Treeview [36].

### 2.8. Quantitative RT-PCR

Input and co-immunoprecipitated RNAs were used to make first strand cDNA using Superscript RT III (Invitrogen Life Technologies) according to manufacturer's instructions. cDNA was used for quantitative PCR using Roche LightCycler 480 SYBR Green Master kit with gene specific primers (electronic supplementary material, table S4).

## 3. Results and discussion

### 3.1. Expression of Mei2 after nitrogen starvation and in early meiosis

We wished to identify novel RNA targets of Mei2 in meiosis, and for that purpose it was important to know at what times in meiotic time-courses Mei2 was being highly expressed. We used western blotting to assay Mei2 protein levels at various times after nitrogen starvation (which was used to initiate meiosis). We added a TAP-tag to the C-terminus of Mei2 in an h^90^ strain and allowed it to sporulate in nitrogen-deficient ME medium. We found that the Mei2-TAP strain sporulated as efficiently as wild-type (data not shown), indicating that addition of a TAP tag to Mei2 does not affect sporulation. Next, we did a time course and looked for Mei2 expression at different times after nitrogen starvation. We found two bands roughly corresponding to the size of full-length Mei2-TAP from 3 h to 6 h after nitrogen starvation (electronic supplementary material, figure S1A). We found by microscopy that, during these times, most cells had conjugated (data not shown). Mei2-TAP levels were higher at the 3 h and 6 h data points than at other times; this could indicate regulation of Mei2 abundance, but could also reflect asynchronous meiosis. We noticed multiple bands shorter than full-length Mei2-TAP (electronic supplementary material, figure S1A). These were probably degradation products of Mei2 protein.

### 3.2. Native RNA immunoprecipitation and UV cross-linking and immunoprecipitation of Mei2-TAP

To identify RNAs associated with the Mei2 RNA-binding protein during early meiosis, we used pooled samples with high Mei2 expression (4–6 h after nitrogen starvation) to immunoprecipitate Mei2-TAP with agarose-coupled IgG beads. We tested Mei2-TAP enrichment after immunoprecipitation using western blotting with a PAP antibody and found that a significant proportion of cellular Mei2-TAP was associated with the IgG beads (electronic supplementary material, figure S2A). To stabilize Mei2–RNA interactions, we used UV cross-linking and immunoprecipitation (CLIP) of Mei2-TAP according to the protocol from [37]. Many groups that study RNA–protein interactions have observed that some RNAs co-immunoprecipitate promiscuously with most RNA-binding proteins (Juan Mata 2011, personal communication). To control for such noise, we added a TAP tag to the C-terminus of another RNA-binding protein, Msa1, and found that Msa1-TAP was expressed throughout meiosis (electronic supplementary material, figure S1B). Both Mei2 and Msa1 had some level of protein degradation in meiosis, despite the addition of protease inhibitors (electronic supplementary material, figure S1C).

We performed CLIP on nitrogen starved h^90^ cells which were Mei2-TAP (experiment), or Msa1-TAP (control), or untagged (control). The lysates were lightly sonicated after cross-linking to break up complexes. Analysis by western blotting showed strong association of Mei2-TAP and Msa1-TAP with the IgG beads after CLIP (electronic supplementary material, figure S2B).

We purified RNAs that co-immunoprecipitated with Mei2-TAP after RIP, and Mei2-TAP and Msa1-TAP after CLIP. Since meiRNA is a known target of Mei2, we used qRT-PCR to test for meiRNA enrichment and found that it was highly enriched after both RIP and CLIP experiments (figure 1*a*,*b*). The fold enrichment was significantly higher after CLIP (figure 1*b*). To ensure specificity, we tested for enrichment of the control mRNA *srp7*, which should not bind Mei2, and found that it was not enriched (figure 1*a*,*b*). meiRNA was not enriched in the control CLIP experiments with Msa1-TAP, indicating that meiRNA binds specifically to Mei2 in these experiments (figure 1*b*).

**Figure 1.**
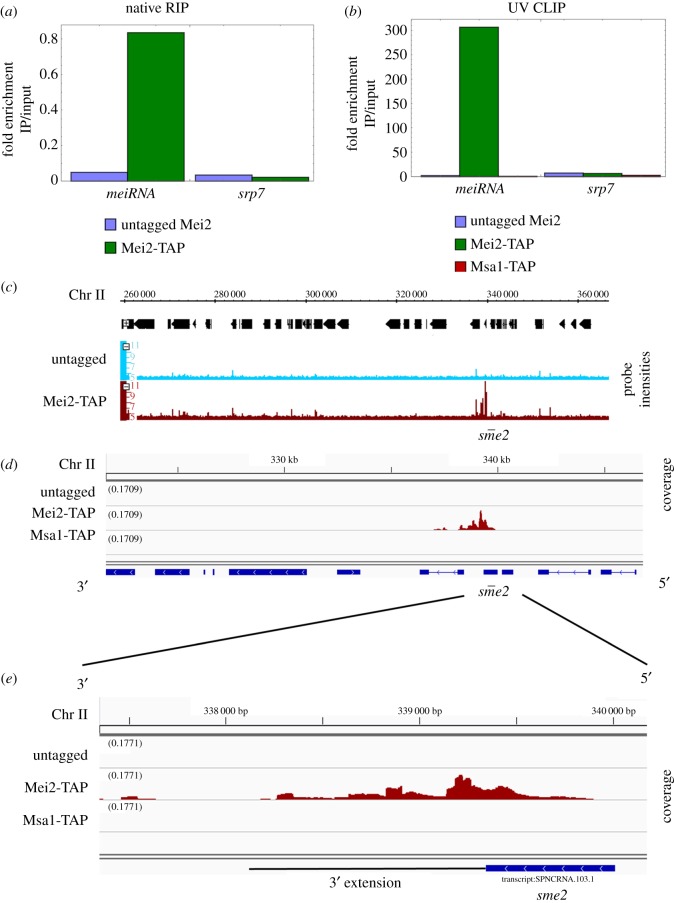
*meiRNA* enrichment after Mei2-TAP immunoprecipitation. (*a*) *meiRNA* enrichment after native RNA immunoprecipitation (RIP) of Mei2 shown by qRT-PCR. The *y*-axis shows log2 fold enrichment. *srp7* is shown as a specificity control. (*b*) *meiRNA* enrichment after UV cross-linking immunoprecipitation (CLIP) by qRT-PCR is shown. *srp7* is shown as a specificity control. (*c*) Integrated Genome Browser view of the *sme2* locus after RIP-CHIP. (*d*) Integrative Genomics Viewer snapshot of the *sme2* locus after CLIP-Seq. (*e*) CLIP-Seq coverage reads at the *sme2* locus. The *y*-axis scale is normalized for all samples in (*c–e*).

### 3.3. Novel RNA-binding partners of Mei2 discovered by RIP-CHIP and CLIP-Seq

Since the specific enrichment of meiRNA suggested that the RIP experiment was successful, we looked for novel targets of Mei2 by hybridizing the extracted RNAs from RIP to a microarray (see methods). We used a tiling array chip with 50 nucleotide strand-specific probes (see Methods). 

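Native RIP isolates RNAs that stay bound to a protein while it is pulled from a cell lysate without cross-linking. Here the protein was Mei2 with a C-terminal TAP tag, an affinity tag that binds IgG, and the control was a strain with no tag taken through the same steps. The 2 arrays analysed here are 1 Mei2-TAP array and 1 untagged array, so each condition has 1 sample and no difference between them can be set against replicate error. The paper gives growth at 32°C and meiosis in malt extract medium at 23°C for 4 to 5 h in its methods, and 4 to 6 h after nitrogen starvation in its results. The sample labels give growth at 30°C and 4 to 6 h, and for the Mei2-TAP sample they also mention 4 h alone. On both arrays the immunoprecipitated RNA was labelled with Cy3 and the input RNA with Cy5, with no dye swap, and both were hybridized to subarrays of a single slide.
Each array has 104218 spots, of which 1565 are controls and 102653 are strand-specific probes. The probe sequences in the files are 60 nt long. The paper gives 50 nt. On one strand, neighbouring probes started a median of 250 nt apart, with a median gap of 190 nt. The probes covered 23.0% of the plus strand and 23.1% of the minus strand. Counting either strand, they covered 46.1% of the genome, where the paper gives roughly 50%. Exact matching to the ASM294v3 reference placed 97750 probes at 1 position, 4707 at more than 1 and 196 at none. Only the probes with 1 position were used, a choice made after the files arrived.
The authors deposited the scanner output of each array, with spot intensities that are not normalized. The median Cy3 intensity of the probes was 45 on the Mei2-TAP array and 42 on the untagged array, while the negative controls had medians of 43 and 41. Most probes therefore carried little signal above background. The scanner software called 48534 probes (47.3%) well above background in Cy3 on the Mei2-TAP array and 38782 (37.8%) on the untagged array. The 99th percentile of Cy3 intensity was 240.74 with Mei2-TAP and 113.5 without a tag. In Cy5, the input, the medians were 50 on both arrays. The log2 of the deposited median Cy3 signal equalled the paper's supplementary tracks at 100% of 25060 shared probes on the Mei2-TAP array and of 25130 on the untagged array, so the Cy3 channel was used. The Cy5 signal followed those tracks with a Spearman rho of 0.4778 and 0.3459 across probes. The methods name Cy5 as the channel viewed in the browser.
The mean Cy3 intensities were corrected for local background with the normexp method of limma (offset 50), put on a log2 scale and centred on each array's median, and 87 probes flagged by the scanner software on either array were left out. The enrichment of an RNA is the mean log2 difference, Mei2-TAP minus untagged, over the probes whose centre lies inside the gene on its own strand. Intensities given for single probes are log2 values before centring. Input differences of a gene are also before centring, except where the Cy5 channel is named as a setting. Over the 97711 usable probes the log2 difference had a mean of 0.046 and an SD of 0.219, and 949 probes were at least 1 while 31 were -1 or lower. In place of replicate error, each gene mean was compared with the means of all runs of as many consecutive probes of one strand across the genome (an exact window test), with Benjamini-Hochberg adjustment within each list of genes. The offset of 50 draws the differences of dim probes towards 0, and the median centring leaves in place any difference that grows with intensity.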

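Over 9975 annotated genes with at least 2 sense probes, 47 had a mean log2 difference of at least 1 between the Mei2-TAP and untagged arrays and 0 had one of -1 or lower (no replicates). Of the 47, 40 were protein-coding genes and 7 were non-coding RNAs. Runs of at least 3 consecutive probes of one strand, each with a log2 difference of at least 1, were found at 28 places, and the mirror search for lower probes found 0.
Among the RNAs of table 1 that are RIP-CHIP targets, *sme2* had the highest mean over several probes. Its annotated span, chromosome II 339346 to 340907 on the minus strand, has 6 sense probes with a mean log2 difference of 1.787 (SD over probes 2.819, adjusted p = 1.04e-03, exact window test), the 6th highest of the 9975 genes. The signal was uneven along the gene. The probe starting at 339552 rose by 6.49 on the log2 scale and the one at 339802 by 4.07, whereas the 3 probes starting at 340052, 340302 and 340552 gave 0.00, -0.07 and -0.10. Downstream of the annotated 3′ end, the probes at 339052, 338802 and 338552 rose by 3.09, 2.05 and 2.15 and made up 1 of the 28 enriched runs. The input channel differed little at *sme2*, with a mean log2 difference of -0.069 before centring. Probes of the opposite strand of *sme2* had a mean of 0.957. Over the span drawn in Fig. 1e, chosen after the probe values had been seen, the 7 probes had a mean of 2.659.
The other 12 RIP-CHIP targets ranged from 0.247 at *yox1* to 4.075 at *snoU14*, whose value comes from 1 probe. Of the 12 targets with at least 2 probes, *sme2* included, 11 passed the exact window test at an adjusted p of 0.05, and *yox1* did not (adjusted p = 5.65e-02). These targets were picked by the authors from the same arrays, so the test on them is not independent of that choice. A mean of at least 1 was reached by 5 of the 12. Target means and probe spread differed widely, since in most targets a few probes rose and the rest stayed near 0. Replacing normexp with the scanner software's own processed signal raised the number of genes at or above 1 from 47 to 1095. For *sme2* itself, the median over the probes of its annotated span was 0.16, with probes upstream of the drawn RNA included. Its mean in the Cy5 input channel was -0.041 after centring. From its browser search for regions that were brighter with Mei2-TAP than without the tag, the paper concludes that these RNAs, meiRNA among them, were specifically enriched.

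**Figure D1:**
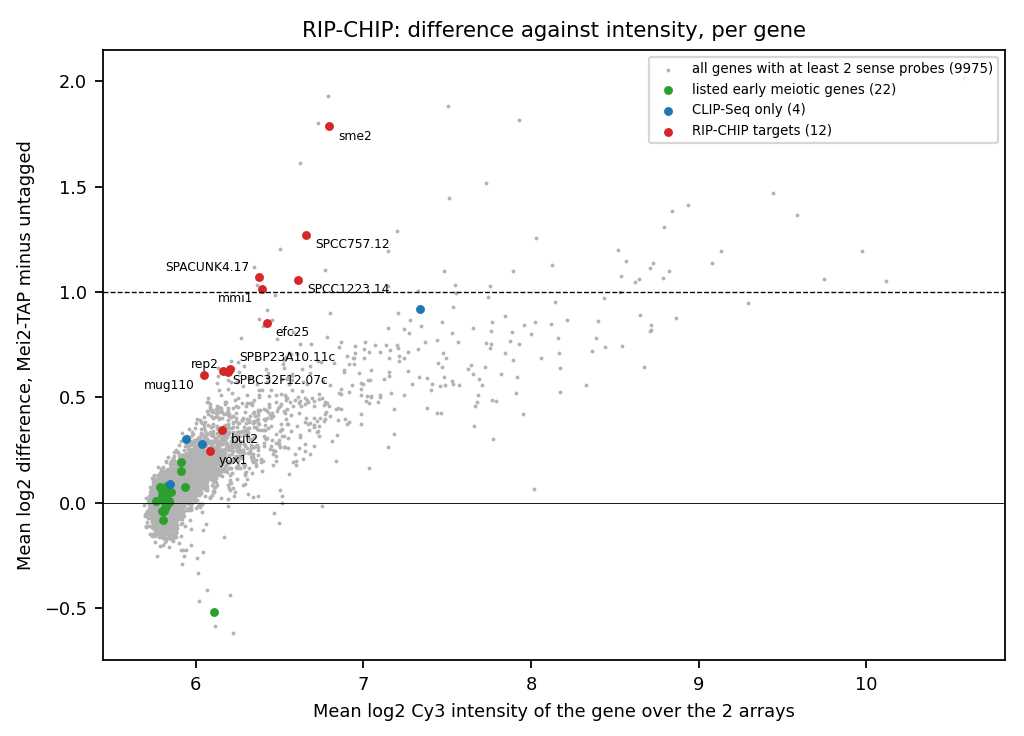
Mean log2 difference between the Mei2-TAP and untagged arrays (vertical axis) against the mean log2 Cy3 intensity over the 2 arrays (horizontal axis), 1 point per gene with at least 2 sense probes (9975 genes, 1 array per condition). Red points are the 12 RIP-CHIP targets with at least 2 probes, blue points the 4 CLIP-Seq only targets and green points the 22 listed early meiotic genes, and the dashed line marks a difference of 1. The differences rise with intensity across all genes, and *sme2* at 1.787 lies above most genes of its intensity. The horizontal axis includes the Mei2-TAP array, so a part of this rise can be built in.

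**Figure D2:**
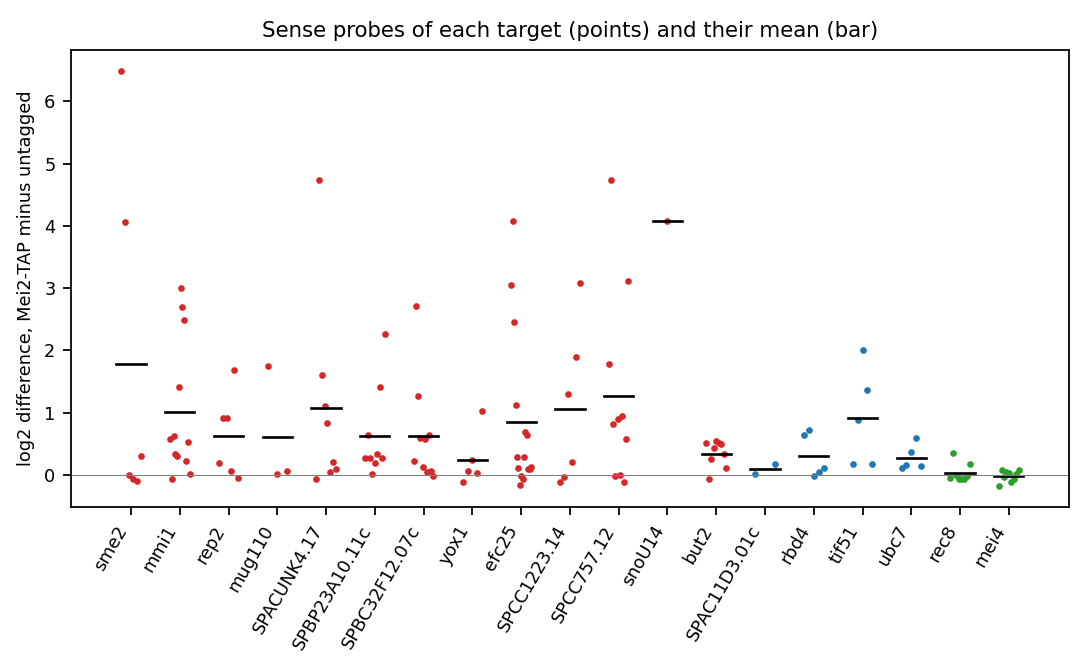
Log2 difference of every sense probe (points) and their mean (black bar) for the RNAs of table 1 and for *rec8* and *mei4*, with the RIP-CHIP targets in red, the CLIP-Seq only targets in blue and the 2 early meiotic genes in green. In *sme2* 1 probe reaches 6.49 while others lie near 0, and *snoU14* has a single probe at 4.075.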

We searched the genome for enriched regions using the Integrated Genome Browser and found 13 RNAs (including meiRNA) specifically enriched in the Mei2-TAP experiment versus untagged control (table 1 and figure 1*c*).

**Table 1.** RNA targets of Mei2.

gene	function
*Mei2 targets*	
*sme2*	ncRNA acts as Mmi1 sponge
*mmi1*	meiotic RNA turnover
*rep2*	MBF Transcription Factor
*mug110*	unknown
*SPACUNK4.17*	NAD binding dehydrogenase family protein
*SPBP23A10.11c*	cell wall biosynthesis
*RIP-CHIP only*	
*SPBC32F12.07c*	ubiquitin E3 ligase
*yox1*	MBF regulatory subunit
*efc25*	Ras1 guanyl-nucleotide exchange factor
*SPCC1223.14*	chorismate synthesis
*SPCC757.12*	alpha amylase homologue
*snoU14*	unknown
*but2*	protein neddylation with Uba3
*CLIP-Seq only*	
*SPAC11D3.01c*	unknown
*rbd4*	rhomboid family protease
*tif51*	translation elongation and termination factor eIF5A (predicted)
*ubc7*	Hrd1 ubiquitin E2 ligase

As an independent assay for novel RNAs, we also identified Mei2 and Msa1 targets from CLIP. For this, RNAs were assayed by reverse transcription and cDNA sequencing. We mapped the sequenced reads to the *S. pombe* transcriptome, visualized the alignments using IGV, and computed pileups at target loci. Exactly as in the RIP experiments (above) we found that meiRNA was highly enriched in the Mei2-TAP CLIP-Seq but not in the control Msa1-TAP CLIP-Seq (figure 1*d*). We used the peak-calling and annotation program Homer to analyse the genome for additional Mei2 targets (electronic supplementary material, table S1). We classified RNAs as Mei2 CLIP-Seq targets only if those RNAs immunoprecipitated in the Mei2-TAP strain but not in the control untagged strain or the control Msa1-TAP strain (electronic supplementary material, table S2, see methods).

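The paper names *rec8* and *mei4* but not the other early meiotic genes it looked at, so a list of 22 genes with early meiotic roles was drawn up from general knowledge before the array files were seen. In RIP-CHIP, 0 of the 22 passed the exact window test after Benjamini-Hochberg adjustment. Their mean log2 differences, Mei2-TAP minus untagged, had a median of 0.02 and ran from -0.518 at *mcp7* to 0.192 at *rec27*, which has 2 probes (no replicates). In *mcp7* a single probe fell by 3.295 on the log2 scale, and its 6 probes had an SD of 1.368. The input signal of many listed genes was low. On the untagged array *spo5* was at percentile 6.2 of all genes by Cy5 level, *rec8* at 23.9 and *mei4* at 30.4, and the highest of the 22, *mcp7*, was at 78.8. None of them was thus in the top 10% by input signal.
Highly expressed genes were also compared as a group. Of the 998 genes in the top 10% by Cy5 level on the untagged array, 40 (4.01%) had a mean log2 difference of at least 1, compared with 7 of the other 8977 (0.08%), an odds ratio of 53.504 (Fisher's exact test, p = 1.57e-33). Genes are not independent replicates, and the comparison rests on 1 array per condition. Settings added to this comparison after the files were seen moved the odds ratio in both directions. It was 91.089 with each probe's Cy3 to Cy5 ratio in place of Cy3 alone, and 13.53 (3 of 998 genes against 2 of 8977, Fisher's exact test, p = 8.55e-03) after loess on mean intensity and also after quantile normalization. Under the processed signal, the mean of *rec27* moved the furthest of the listed genes, to 1.902, and the number past the test stayed at 0. The paper examined early meiotic mRNAs as a guard against non-specific binding by Mei2, and reports that none was enriched.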

Furthermore, to guard against the possibility that Mei2 might bind non-specifically to highly expressed meiotic RNAs, we looked at the mRNAs for many highly expressed, early meiotic genes, but none of these mRNAs was enriched in either experiment. 

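*rec8* (SPBC29A10.14) encodes the kleisin subunit of meiotic cohesin and lies on the plus strand of chromosome II from 2568938 to 2570993. Its 8 sense probes had a mean log2 difference of 0.031 (SD over probes 0.15, no replicates), between -0.067 and 0.35, with an adjusted p of 8.38e-01 in the exact window test. The mean log2 Cy3 intensity of these probes was 5.79 on the untagged array and 5.86 on the Mei2-TAP array, close to the array medians of 5.802 and 5.841. *mei4* (SPBC32H8.11), which encodes a forkhead transcription factor, lies on the plus strand of chromosome II from 1473068 to 1475285. Its 9 probes had a mean of -0.015 (SD over probes 0.09), between -0.177 and 0.083 (adjusted p = 9.54e-01, exact window test), at 5.81 without the tag and 5.83 with Mei2-TAP. Both genes thus sat at the level of an average probe on each array, where a bound RNA of low abundance would also be hard to detect. The processed signal moved the means the most, to 0.312 for *rec8* and 0.055 for *mei4*. The paper presents these genes as non-targets.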

Two examples, *rec8* and *mei4,* are shown in electronic supplementary material, figure S3A,B.

There were 13 targets of Mei2 as determined by RIP-CHIP (table 1, figures 1*c* and 2*b*; electronic supplementary material, figures S4 and S5), and 10 targets as determined by the independent CLIP-SEQ experiment (electronic supplementary material, figures S6 and S7). Strikingly, six of these targets (including *meiRNA*) overlapped between the two independent experimental approaches (*p*-value ∼ 10^−13^) (figure 2*a*). 

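With the paper's lists of 13 RIP-CHIP and 10 CLIP-Seq targets and 6 RNAs on both, the hypergeometric probability of an overlap at least this large was 2.63e-16 when the background was the 9975 genes with at least 2 sense probes on the array. The lists themselves are the paper's, and the arrays enter only through the number of genes that could be measured. 7 targets were on the RIP-CHIP list alone and 4 on the CLIP-Seq list alone. Counting the 12645 annotated genes as background gave 6.34e-17. The probability moved furthest, to 1.43e-14, with a background of the 5124 protein-coding genes, even though *sme2* and *snoU14* are not protein-coding. The calculation takes every gene of the background as equally able to be listed. From an overlap this much larger than chance, the paper takes the shared RNAs forward as Mei2 targets found by independent approaches.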

We considered these as high-confidence Mei2 targets (figure 2*b*,*c*; electronic supplementary material, figures S4 and S6). 

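In RIP-CHIP the 6 shared targets had mean log2 differences of 1.787 (*sme2*), 1.07 (*SPACUNK4.17*), 1.014 (*mmi1*), 0.633 (*SPBP23A10.11c*), 0.619 (*rep2*) and 0.605 (*mug110*), each from 1 Mei2-TAP and 1 untagged array (no replicates). All 6 passed the exact window test in the main setting, with adjusted p-values from 1.04e-03 for *sme2* to 1.53e-02 for *mug110*. By the median over the probes, *mmi1*, *rep2*, *SPACUNK4.17* and *SPBP23A10.11c* still passed, but *sme2* (adjusted p = 5.19e-02) and *mug110* (2.86e-01) did not. For *sme2* that median includes probes upstream of the RNA drawn in Fig. 1e. Without the highest probe, *mug110* alone of the 6 did not pass (2.02e-01). Ranked by mean among the 9975 genes, the 6 targets stood at 6, 34, 45, 161, 169 and 176. The test adjusts only over the listed targets, and its runs are not matched for expression. Genes outside table 1 scored as high as the lower targets, such as *pdc101* at 0.687 and *dak2* at 0.639. In the main setting, passing does not by itself set a target such as *rep2* apart from other expressed genes. The number of probes with a log2 difference of at least 1 was 2 of 6 in *sme2*, 3 of 8 in *SPACUNK4.17*, 4 of 12 in *mmi1*, 2 of 9 in *SPBP23A10.11c*, 1 of 6 in *rep2* and 1 of 3 in *mug110*. After a loess fit that removes the trend of the difference with mean intensity, their means were 1.338, 0.763, 0.656, 0.373, 0.353 and 0.428 in the same order. The scanner software's processed signal changed them the most in 5 of the 6, raising *mmi1*, for example, to 3.306. Because these RNAs were enriched by both methods, the paper treats them as its high-confidence targets.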

The functions of these targets are summarized in table 1. 

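*mmi1* (SPCC736.12c), the gene of the YTH family RNA-binding protein Mmi1, lies on the minus strand of chromosome III from 337088 to 340112 and has 5 exons. Its 12 sense probes had a mean log2 difference of 1.014 between the Mei2-TAP and untagged arrays (SD over probes 1.107, adjusted p = 1.29e-03, exact window test, no replicates). The rise was confined to 4 neighbouring probes, at 339216, 338966, 338716 and 338466, with log2 differences of 2.49, 2.70, 3.0 and 1.42. At the highest of them, the log2 Cy3 intensity went from 6.18 without the tag to 9.23 with Mei2-TAP. The remaining 8 probes lay between -0.07 and 0.62. Opposite-strand probes had a mean of 0.29, and the input channel gave a mean of -0.132. *rep2* (SPBC2F12.11c), which encodes an activating subunit of the MBF transcription factor, lies on the plus strand of chromosome II from 1717703 to 1719322. Its 6 probes had a mean of 0.619 (SD over probes 0.672, adjusted p = 7.40e-03, exact window test). The probe at 1718796 rose by 1.69, from 6.01 to 7.74 before centring, and those at 1718046 and 1718296 by 0.91 each, while the other 3 lay between -0.05 and 0.19. The mean on the opposite strand was 0.197. With the processed signal in place of normexp, the means were larger, at 3.306 for *mmi1* and 2.218 for *rep2*. The paper names these genes as targets because they were enriched in RIP-CHIP and CLIP-Seq alike, and takes their known roles as a link to the control of meiosis.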

Two of the five novel targets, *mmi1* and *rep2* (figure 2*b*,*c*), have well characterized biological roles in controlling gene expression and meiosis.

**Figure 2.**
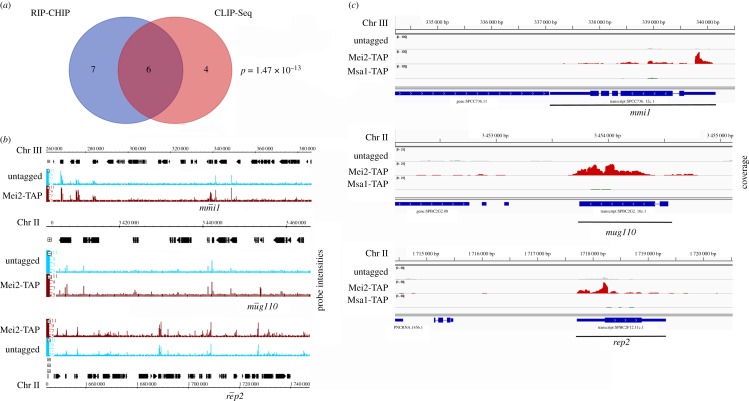
RNA partners of Mei2 in early meiosis with known roles in meiosis. (*a*) Venn diagram showing number of significant targets obtained by Mei2-TAP RIP-CHIP and CLIP-Seq. 6 RNA targets of Mei2 were enriched in both experiments. (*b*) Probe intensities from RIP-CHIP for important Mei2 targets *mmi1, rep2* and *mug110*. (*c*) CLIP-Seq coverage from Mei2-TAP and Msa1 at the *mmi1, rep2*, and *mug110* loci. The *y*-axis scale is normalized for (*b*) and (*c*).

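The probes drawn for *mmi1*, *rep2* and *mug110* differ in how many of them rise. *mug110* (SPBC2G2.10c), a protein-coding gene on the minus strand of chromosome II from 3453746 to 3454661, is covered by 3 sense probes. Near its 3′ end the probe at 3453921 rose from a log2 Cy3 intensity of 5.66 on the untagged array to 7.45 on the Mei2-TAP array, a log2 difference of 1.75. The other 2 probes, at 3454171 and 3454421, gave 0.01 and 0.06. The mean was 0.605 (SD over probes 0.992, adjusted p = 1.53e-02, exact window test, no replicates), and it rests on that 1 probe, since the mean without it was 0.032. A larger change in value came from the processed signal, under which the mean was 2.102. In *mmi1* and *rep2*, by contrast, 4 of 12 and 1 of 6 probes had a log2 difference of at least 1, and the means without the highest probe were 0.833 and 0.404.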

The *mmi1* mRNA has obvious relevance, since the Mmi1 protein inhibits meiotic entry, and since the Mmi1 protein is already known to be a target of the Mei2–meiRNA complex. Our finding here suggests that Mei2 is inhibiting Mmi1 function at two levels, the protein level (as previously shown) and also, separately and independently, the mRNA level. This could lead to a much more profound inhibition of total Mmi1 activity than if the Mei2–meiRNA complex were targeting Mmi1 protein only. 

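Matches to T(T/C/G)AAAC were counted on the minus strand of chromosome III of the ASM294v3 reference, where *mmi1* spans 3025 nt from 337088 to 340112. The span held 9 motifs. From the 5′ end they start at 340045, 340037, 339559, 339254, 339160, 338374, 338208, 337767 and 337468 on the chromosome. The motifs at 340045 (TTAAAC) and 340037 (TCAAAC) lie in the untranslated part of exon 1, 339559 (TCAAAC) in the coding part of exon 1, and 339254 (TCAAAC) and 339160 (TTAAAC) in the coding part of exon 2. Those at 338374 and 338208, both TTAAAC, are intronic. The motifs at 337767 (TGAAAC) and 337468 (TCAAAC) lie in the 3′ untranslated part of exon 5. Restricting the count to the spliced transcript of 2753 nt leaves 7. The 4 probes that rose with Mei2-TAP, from 338466 to 339275, cover a stretch with 2 of the 9 motifs, those at 339254 and 339160.

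**Figure D3:**
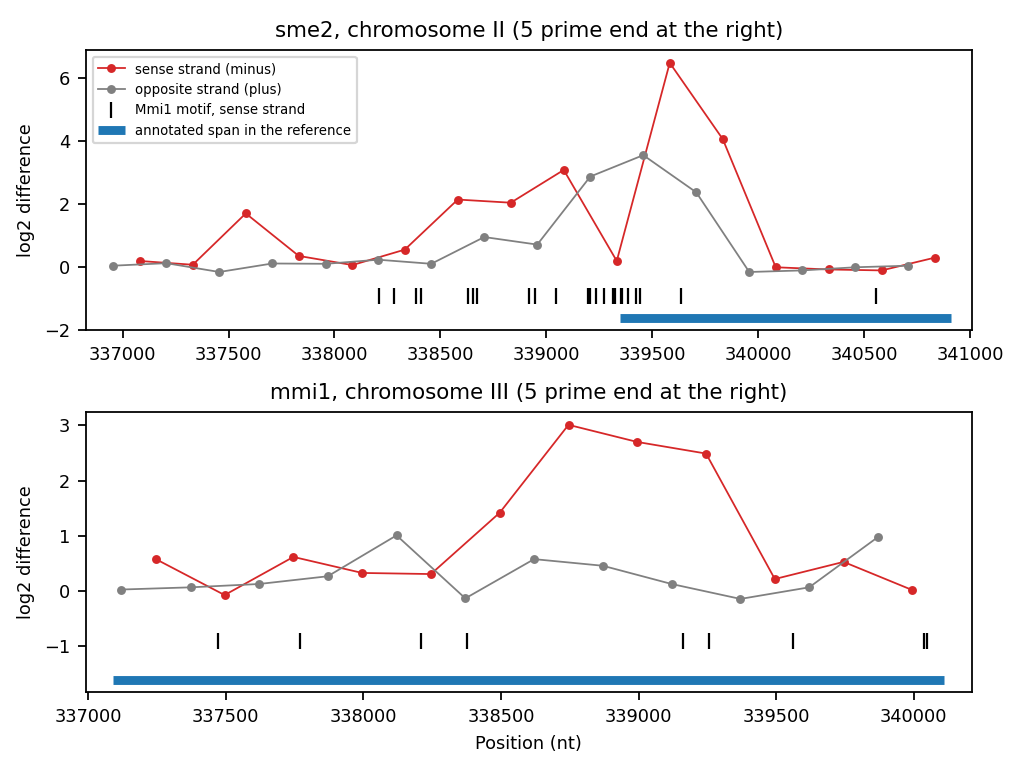
Log2 difference between the Mei2-TAP and untagged arrays (vertical axis) at each probe along *sme2* (top) and *mmi1* (bottom) against chromosome position in nt, with sense probes in red, opposite-strand probes in grey, T(T/C/G)AAAC motifs as ticks and the annotated span as a blue bar. In *mmi1* the sense signal peaks at 3.0 between motifs, and in *sme2* most motifs and several raised probes lie left of the annotated 3′ end at 339346.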

Interestingly, we observe that the *mmi1* primary transcript has nine consensus sequence binding sites for Mmi1 protein (T(TCG)AAAC), and the mature mRNA has seven. This suggests that there could be negative feedback of Mmi1 protein on *mmi1* mRNA, or, perhaps more speculatively, that *mmi1* mRNA itself is a sponge RNA for its own protein. Interestingly, CRAC analysis suggests that Mmi1 protein may bind to its own transcript during vegetative growth [38], but there is no evidence that Mmi1 targets its own transcript for destruction, somewhat supporting the view that *mmi1* RNA could be a sponge for its own protein.

Rep2 is a component of the MBF transcription factor complex [39]. The MBF complex comprises Res1, Res2, Cdc10 and Rep2 in vegetative cells, and is responsible for transcription of S-phase genes during vegetative growth, including many genes needed for DNA replication [39–43]. However cellular requirements during vegetative S-phase, and during pre-meiotic S-phase, are not precisely the same, and *rep2* RNA expression is reduced during nitrogen starvation [39]. Furthermore, overexpression of Rep2 blocks G1 arrest following nitrogen starvation, whereas depletion of Rep2 facilitates G1 arrest after nitrogen starvation [39]. This indicates that Rep2 promotes vegetative S-phase, and in that sense inhibits meiotic entry. During meiosis, the meiotic MBF transcription factor Rep1 probably replaces Rep2 in the MBF complex, since Rep1 is critical for transcribing a subset of pre-meiotic S-phase genes [43–46]. Sequestration of *rep2* mRNA in the nucleus by the Mei2–*meiRNA* complex could aid in replacement of Rep2 by Rep1 in the MBF complex, thus promoting pre-meiotic S.

*mug110* is a *m*eiosis *u*pregulated *g*ene of unknown function. Previously *mug110* mRNA was shown to bind another RNA-binding protein, Crp79 [47]. *mug110* was not enriched in Msa1-TAP CLIP-Seq (figure 2*c*; electronic supplementary material, figure S6) suggesting that it binds specifically to Mei2 in early meiosis. *mug110* is a meiosis upregulated gene, but the *mug110Δ* strain has no obvious meiosis or sporulation defects [48]. We made a *mug110Δ mei2Δ* double mutant and found that the phenotype of *mug110Δ mei2Δ* was indistinguishable from *mei2Δ*; the double mutant did not initiate meiosis (data not shown).

*SPACUNK4.17* (electronic supplementary material, figure S4) is a NAD dehydrogenase family protein with an unknown function in *S. pombe.* In a recent screen for mutants that affect sexual reproduction, *SPACUNK4.17Δ* was shown to have cell-fusion defects, low mating efficiency and multi-septate cells [49]. We have noticed cell fusion defects in *mei2Δ* cells. The phenotypes of *SPACUNK4.17Δ* are either mild to moderate, but this gene could play a yet undiscovered role in early meiosis.

Finally, *SPBP23A10.11c* (electronic supplementary material, figure S4) is poorly characterized. It is an orthologue of *S. cerevisiae TOS1*, which encodes a cell wall protein under the control of the SBF/MBF transcription factor. Its RNA level goes down in response to nitrogen starvation and meiosis [50].

Some RNAs co-immunoprecipitated with Mei2 in only RIP-CHIP but not CLIP-Seq or vice versa (table 1). 

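On the arrays, 3 of the 4 RNAs listed from CLIP-Seq only gave smaller differences than every RIP-CHIP target except *yox1*. *SPAC11D3.01c*, on chromosome I from 108732 to 109180, had a mean log2 difference of 0.09 over 2 probes (adjusted p = 2.19e-01, exact window test over the 4 genes, no replicates). For *rbd4*, on chromosome I from 4893974 to 4895186, the 5 probes had a mean of 0.302 (SD over probes 0.349, adjusted p = 6.24e-02, same exact test), and for *ubc7*, on chromosome II from 1905688 to 1907025, 5 probes had a mean of 0.278 (SD 0.206) and the same adjusted p. *tif51*, which encodes the translation factor eIF5A on chromosome I from 4141281 to 4142337, was the only one of the 4 past the test in the main setting. Its 5 probes had a mean of 0.922 (SD 0.783, adjusted p = 7.58e-03, exact window test), and the opposite strand had a mean of 1.278. The input signal of *tif51* was at percentile 97.1 of all genes. After loess on mean intensity the mean of *tif51* was 0.277, and it still passed (adjusted p = 1.85e-02, exact window test). The 7 RIP-CHIP only targets ranged from 0.247 at *yox1* to 4.075 at the single probe of *snoU14*, and 5 of the 6 with at least 2 probes passed the exact window test. With the processed signal, *rbd4* moved the most of the 4 CLIP-Seq only RNAs, to 1.969. The calls for *rbd4* and *ubc7* depended on the setting. Both passed the exact window test with the processed signal (adjusted p = 1.09e-02 and 1.67e-02), with an offset of 16 (3.63e-02 for both), with quantile normalization (1.84e-02 and 3.54e-02) and without the highest probe (3.46e-02 for both), and *rbd4* also after loess (1.85e-02). Since each of these RNAs was called by 1 method alone, the paper keeps them apart from its high-confidence targets.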

We did not classify these two sets of RNAs as high-confidence Mei2 targets (electronic supplementary material, figures S5 and S7). A few RNAs were enriched in both Mei2-TAP and Msa1-TAP CLIP-Seq but not in untagged controls (not shown). Both Mei2 and Msa1 are meiotic RNA-binding proteins so they may have common targets. However, some RNAs co-precipitate promiscuously in RNA IP experiments and we considered this to be because of non-specific interactions between RNAs and RNA-binding proteins.

### 3.4. Do the novel targets explain why mei2 mutants have stronger phenotypes than meiRNA?

Our investigation began with the observation that a *mei2* mutant has a stronger and different meiotic phenotype than a meiRNA mutant. This suggested that the Mei2 protein might target additional RNAs. The five novel targets here, and in particular *mmi1* mRNA and *rep2* mRNA, are good candidates for such additional targets. However, the experiments required to prove this point are somewhat subtle: it is not sufficient to simply delete a candidate such as *mmi1*, as that removes both the mRNA and the protein, and it is already clear that an *mmi1* null mutant has an extreme phenotype. Ideally, one would identify the residues in each mRNA allowing that mRNA to bind to Mei2; then mutate those residues, creating a mutant mRNA that fails to bind Mei2, and ask whether this (in combination with a *sme2* deletion) phenocopies a *mei2* deletion. To this end, we have searched for sequence commonalities between the RNAs that bind Mei2 (e.g. using MEME), but so far without success. At present, the sequence determinants allowing binding to Mei2 remain unknown.

In wild-type meiotic cells, Mei2 forms a dot at the *sme2* locus. In a *sme2Δ* mutant, there is no dot. However, when an NLS is added to Mei2, then a dot is formed even in a *sme2Δ* mutant [2]. It will be interesting to see if this dot has any specific localization, and in particular whether it might be at any of the loci we have identified as expressing additional targets of Mei2 (*mmi1*, *rep2*, *mug110*, etc.)

### 3.5. Mei2 may have a preference for binding 5′ regions of target RNAs

meiRNA is a long non-coding RNA that is critical for meiosis. During meiosis, meiRNA has a 3′ extended form, and Mei2 binds to the 5′ end [23], while Mmi1 binds to the 3′ region. We found that the 3′ extended meiotic form of meiRNA co-immunoprecipitated with Mei2-TAP (figure 1*e*)*.* However, more reads aligned to the 5′ end of meiRNA (figure 1*e*), so our results are consistent with a previous study [23] showing that Mei2 binds to the 5′ end of meiRNA.

Strikingly, the 5′ UTR regions of *mmi1* and *rep2* mRNAs were enriched in Mei2-TAP CLIP-Seq (figure 2*c*). This could indicate that Mei2 binds specifically to the 5′ UTR of *mmi1* and *rep2.* It is also possible that the sequencing reads are restricted to the 5′ UTR due to an artefact of library preparation using random hexamers. However, we did not find a 5′ enrichment of other Mei2 target RNAs, e.g. *mug110 and SPACUNK4.17* (figure 2*c*; electronic supplementary material, figure S6), suggesting that the observed 5′ enrichment is not coincidental.

To test if Mei2 has a binding preference on its RNA targets, we used Homer to calculate the enrichment of all Mei2 CLIP-Seq targets genome-wide, over the entire length of each RNA. We then clustered the global enrichment profile of Mei2 targets (figure 3*a*). We found that predominantly (about 60%) 5′ regions of Mei2 RNA targets were enriched, including some that had high enrichment of extreme 5′ ends (figure 3*a*). This strongly suggests that Mei2 has a preference for binding 5′ ends of its target RNAs, and in some cases the 5′ UTR. We also made a similar enrichment profile for Msa1 CLIP-Seq targets (electronic supplementary material, table S3), and found that about half of them had 5′ region enrichment, and the other half had enrichment distributed across the RNA (figure 3*b*). This confirmed that not all RNAs we recovered from CLIP-Seq had 5′ enrichment, so this enrichment was not an artefact of sequencing library preparation.

**Figure 3.**
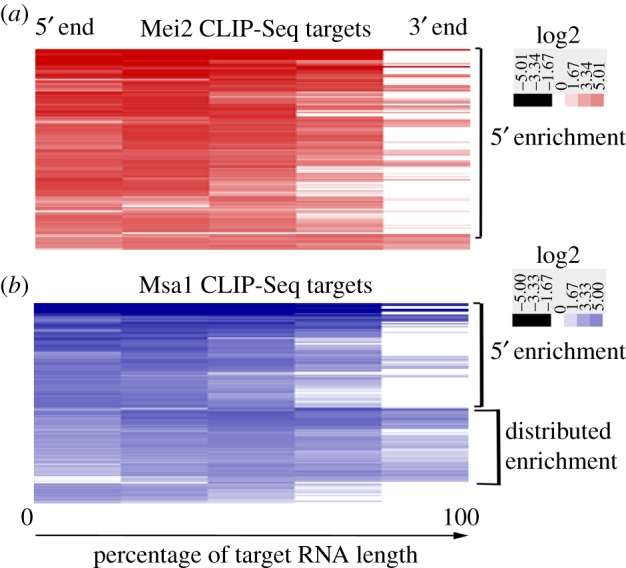
Enrichment profile along RNA length of Mei2 and Msa1 targets. (*a*) Enrichment profile of significant targets of Mei2 from CLIP-Seq determined by Homer. Each column in the heatmap shows enrichment that was calculated for a 5-nucleotide bin. Each row of the heatmap shows enrichment from 5′ to 3′ along the length of one particular Mei2 RNA target, normalized by length. (*b*) Enrichment profiles along length of Msa1 CLIP-Seq targets.

## 4. Conclusion

In summary, Mei2 protein binds to the meiRNA*,* which acts as a sponge for Mmi1 protein in the nucleus during early meiosis [23]. Mmi1 is inhibitory towards meiosis, and *mmi1* mutants attempt meiosis even without nitrogen starvation [17]. We show here that in early meiosis, Mei2 not only binds to the Mmi1 protein, but also to the *mmi1* mRNA. We suggest this interaction prevents *mmi1* mRNA export to the cytoplasm for translation and inhibits synthesis of new Mmi1 protein. Thus, we propose a model where Mei2 simultaneously inhibits the action of *mmi1* at two levels (the protein level and the transcript level), resulting in a deeper inhibition of Mmi1 activity than could be achieved by inhibition at one level alone (figure 4). Interestingly, we have also observed that the *mmi1* mRNA contains multiple (7 to 9) binding sites for Mmi1, so *mmi1* mRNA could act as a sponge RNA for its own protein. While Mei2 inhibits Mmi1 function at two levels, Mmi1 also inhibits Mei2 via proteolysis [21], creating a double-negative feedback loop that could act as a meiotic switch.

**Figure 4.**
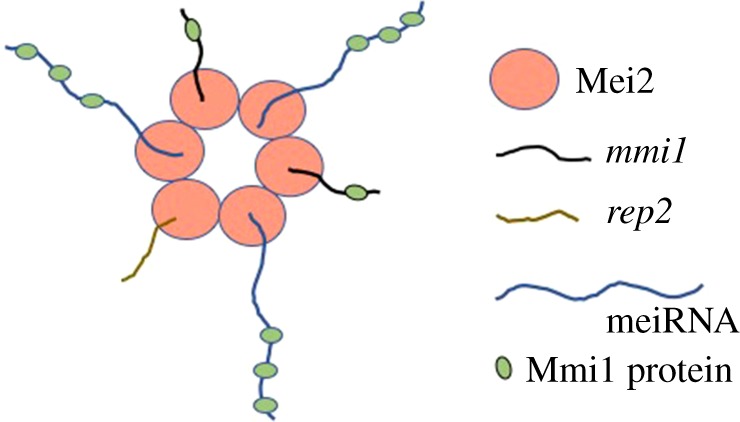
Mei2 titrates out inhibitors of meiosis. During early meiosis Mei2 binds to meiRNA, which binds Mmi1 protein, thus sequestering Mmi1. Mei2 also binds *mmi1* mRNA, and probably prevents synthesis of new Mmi1 protein. Mei2 also binds *rep2* mRNA, and probably prevents synthesis of new Rep2 protein. Titration of these three meiotic inhibitors (Mmi1, *mmi1* mRNA, and *rep2* mRNA) facilitate initiation of meiosis. The mechanism by which Mei2 forms a dot (here shown as a speculative Mei2–Mei2 protein–protein interaction) is unknown. Also unknown is whether the Mmi1 binding sites on the *mmi1* mRNA participate in the titration of Mmi1 protein.

Mei2 also binds to *rep2* mRNA, possibly preventing the synthesis of new Rep2 protein (figure 4). In vegetative cells, Rep2 is a component of the MBF transcription factor, but in response to nitrogen starvation, expression of Rep1 increases, and it replaces Rep2 in the pre-meiotic MBF complex. We suggest this replacement is enhanced by the inhibition of Rep2 synthesis caused by the sequestration of *rep2* mRNA by Mei2. Thus, in a *mei2* null mutant, at least some MBF complexes would continue to contain Rep2, and this could help explain why *mei2* mutants fail to accomplish pre-meiotic DNA synthesis. Of course, the profound inhibition of Mmi1 function by Mei2 acting at two levels could also contribute to pre-meiotic S.

## Supplementary Material

Supplementary Figures

## Supplementary Material

Supplementary Legends

## Supplementary Material

RIP-CHIP_egrfiles

## Supplementary Material

Supplementary Table 1 - Mei2 peaks

## Supplementary Material

Supplementary Table 2 - Mei2 CLIP targets

## Supplementary Material

Supplementary Table 3 - Msa1 peaks

## Supplementary Material

Supplementary Table 4 - Strains and primers

# Supplementary material for: mmi1 and rep2 mRNAs are novel RNA targets of the Mei2 RNA-binding protein during early meiosis in Schizosaccharomyces pombe
**Source:** Open Biol. 2018 Sep 26;8(9):180110. doi: 10.1098/rsob.180110

## Supplementary Figure S1

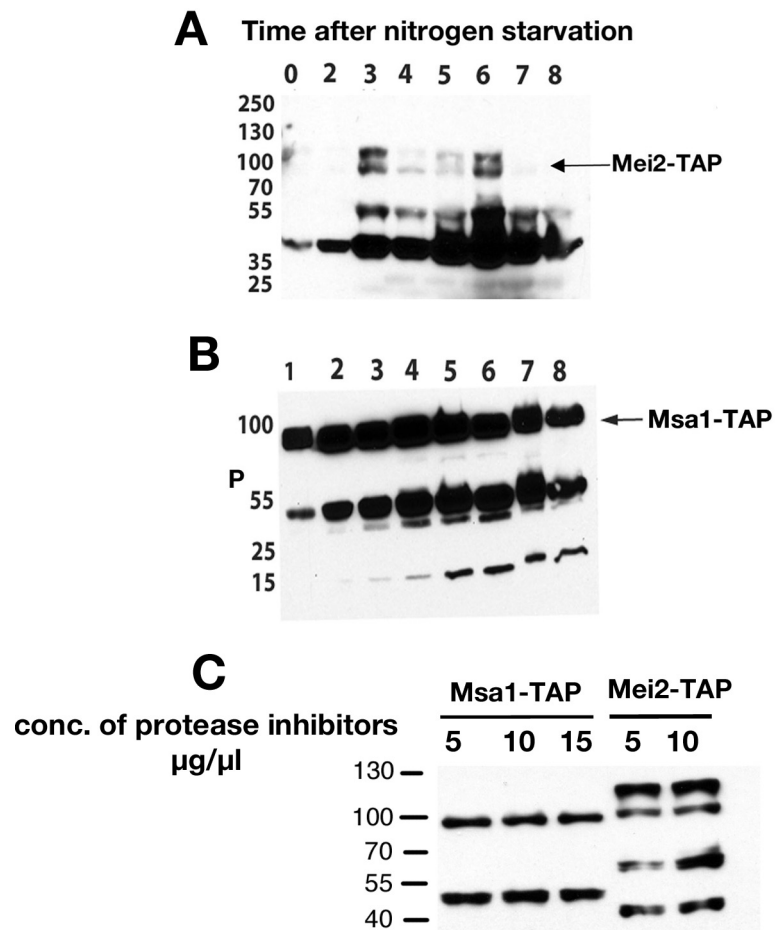

Supplementary Figure S2

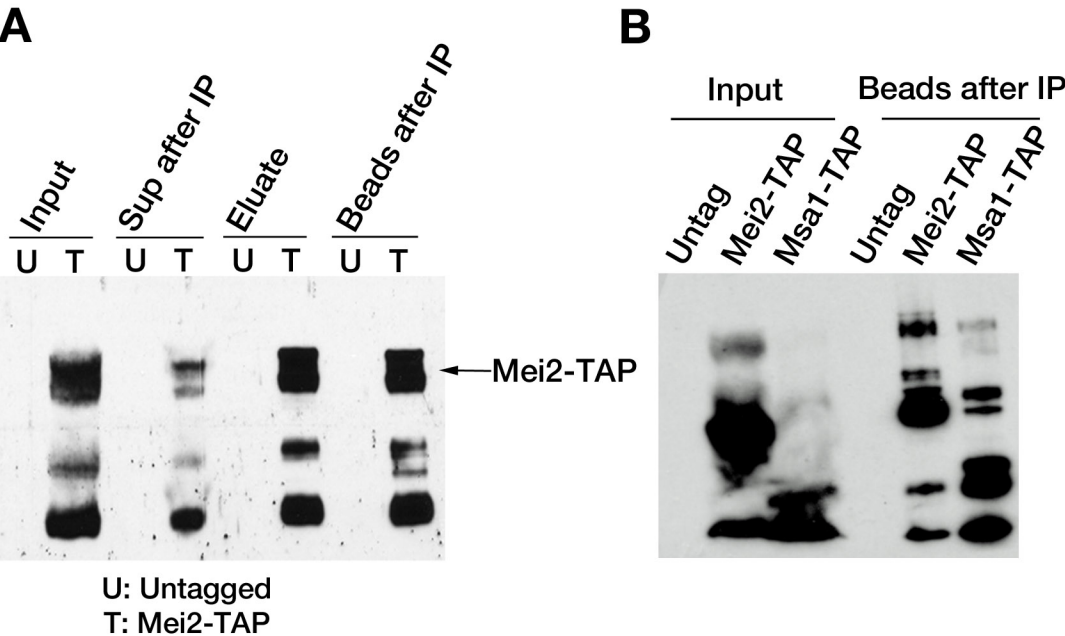

## Supplementary Figure S3

**A**

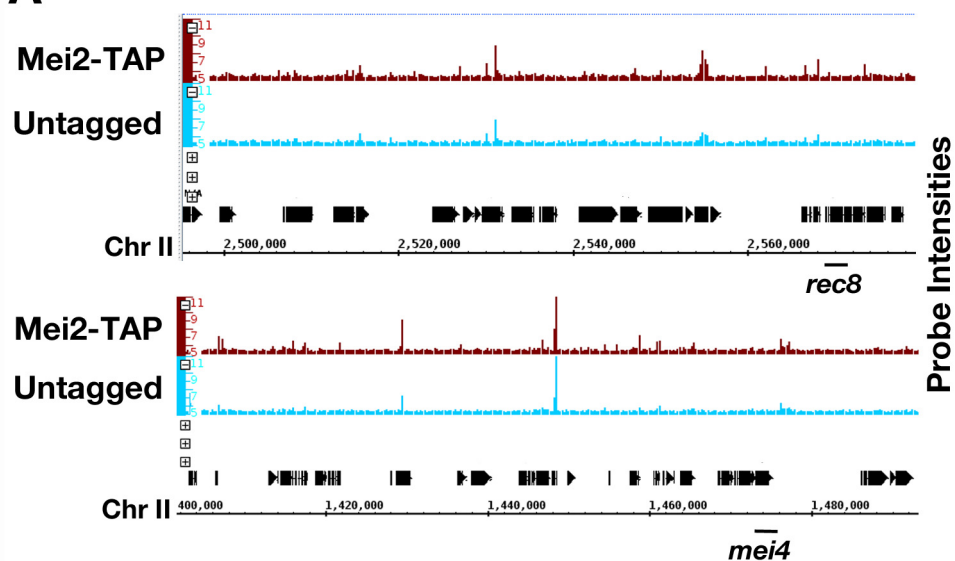

**B**

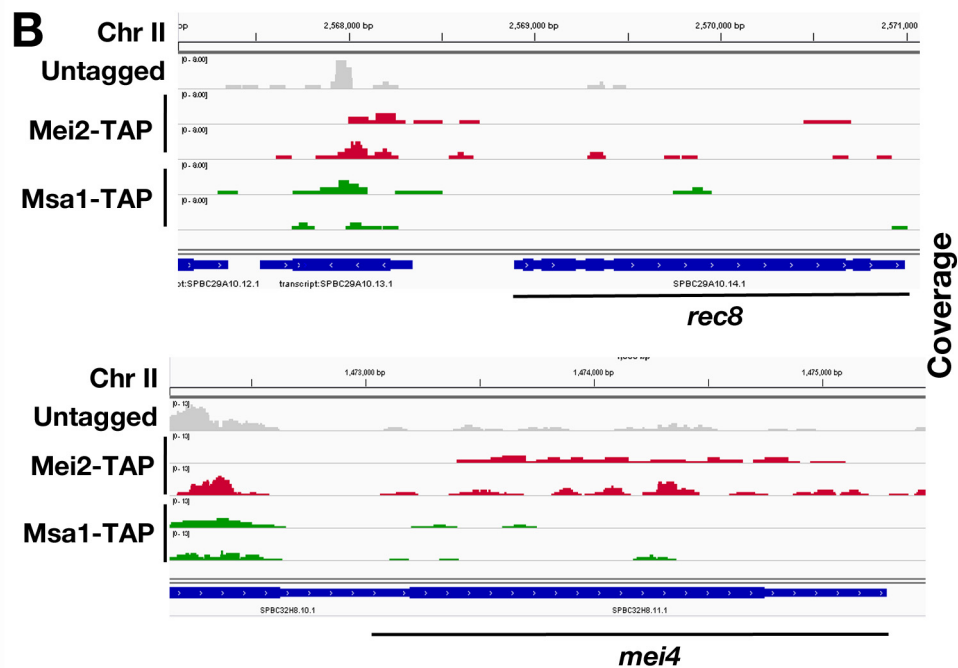

# Supplementary Figure S4

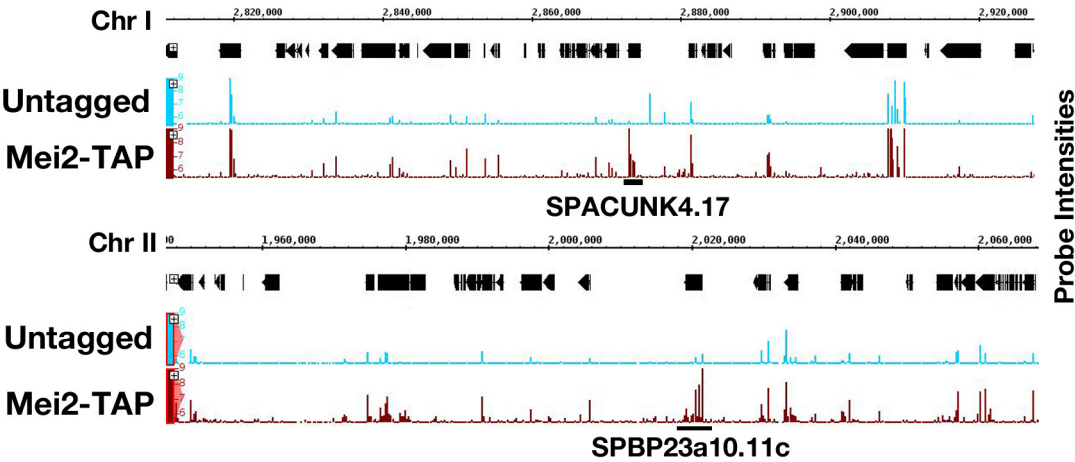

# Supplementary Figure S5

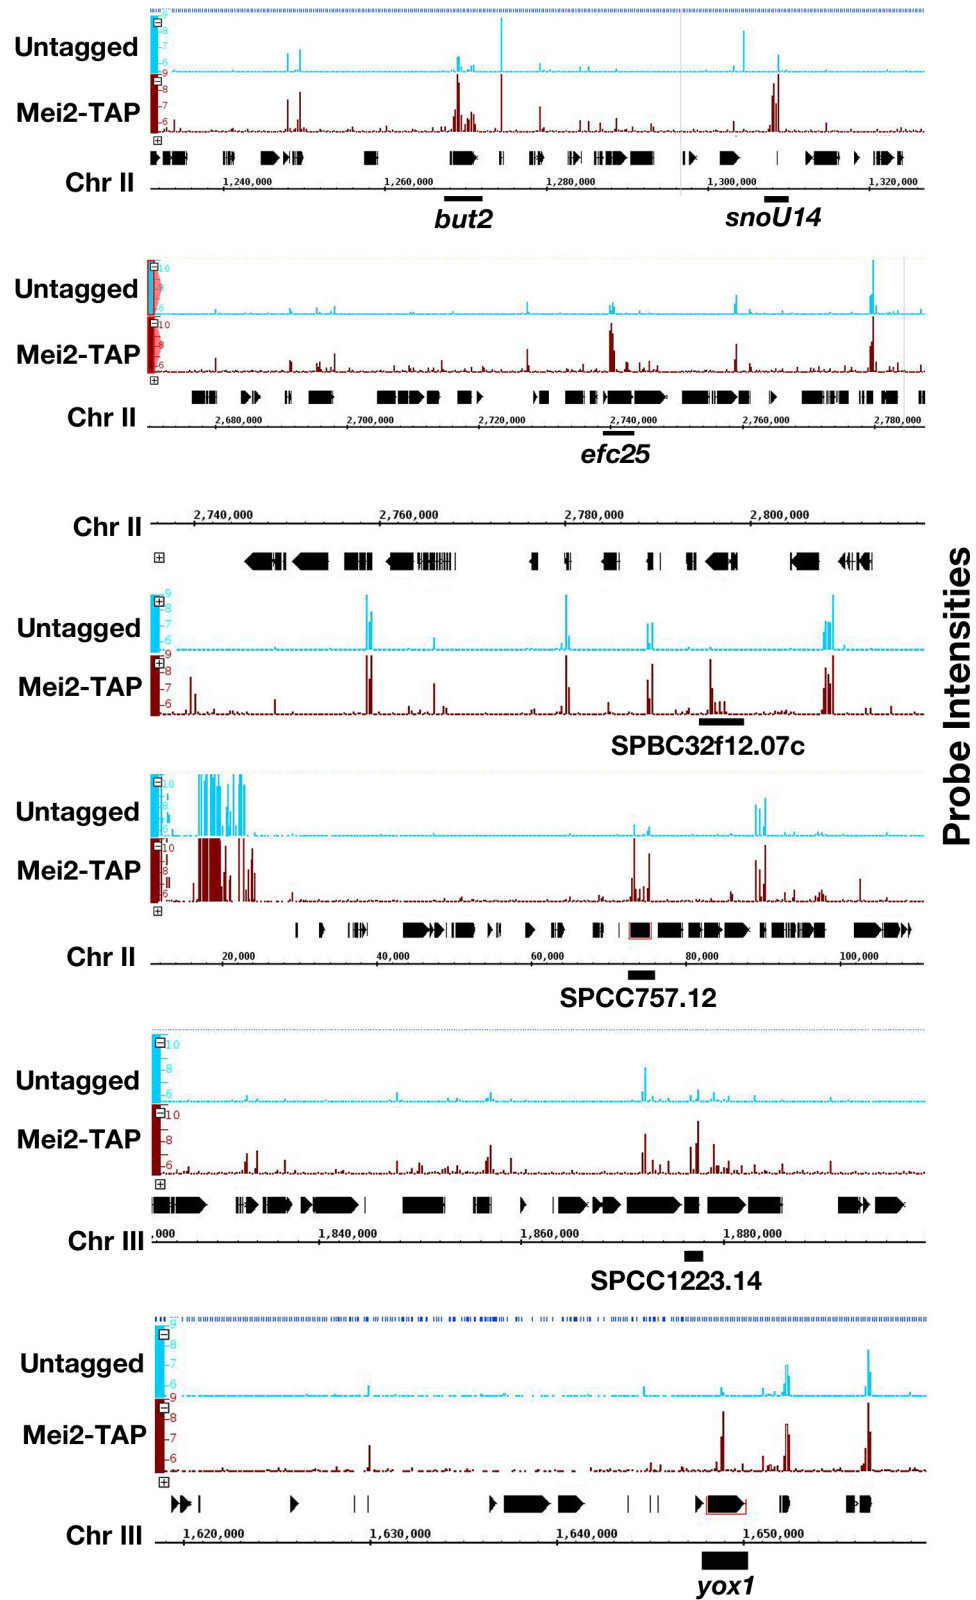

# Supplementary Figure S6

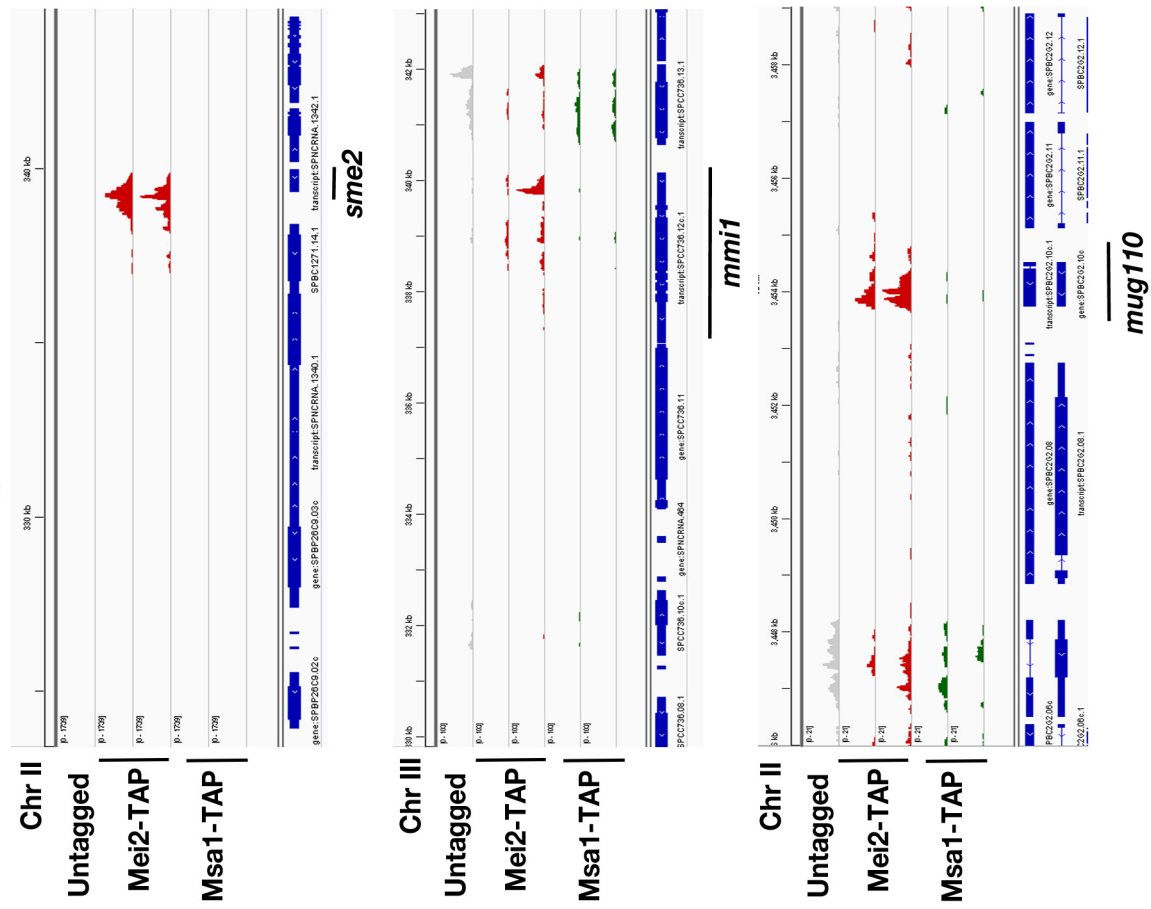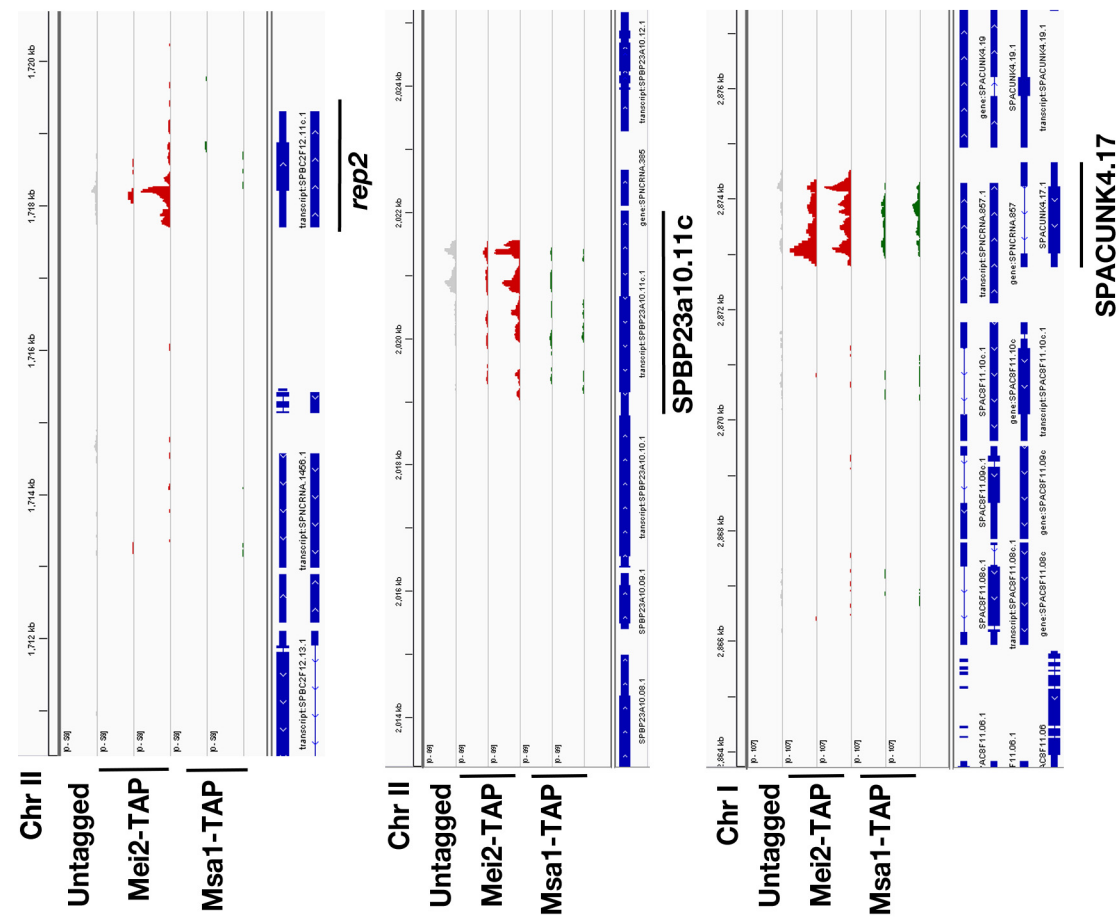

Coverage

## Supplementary Figure S7

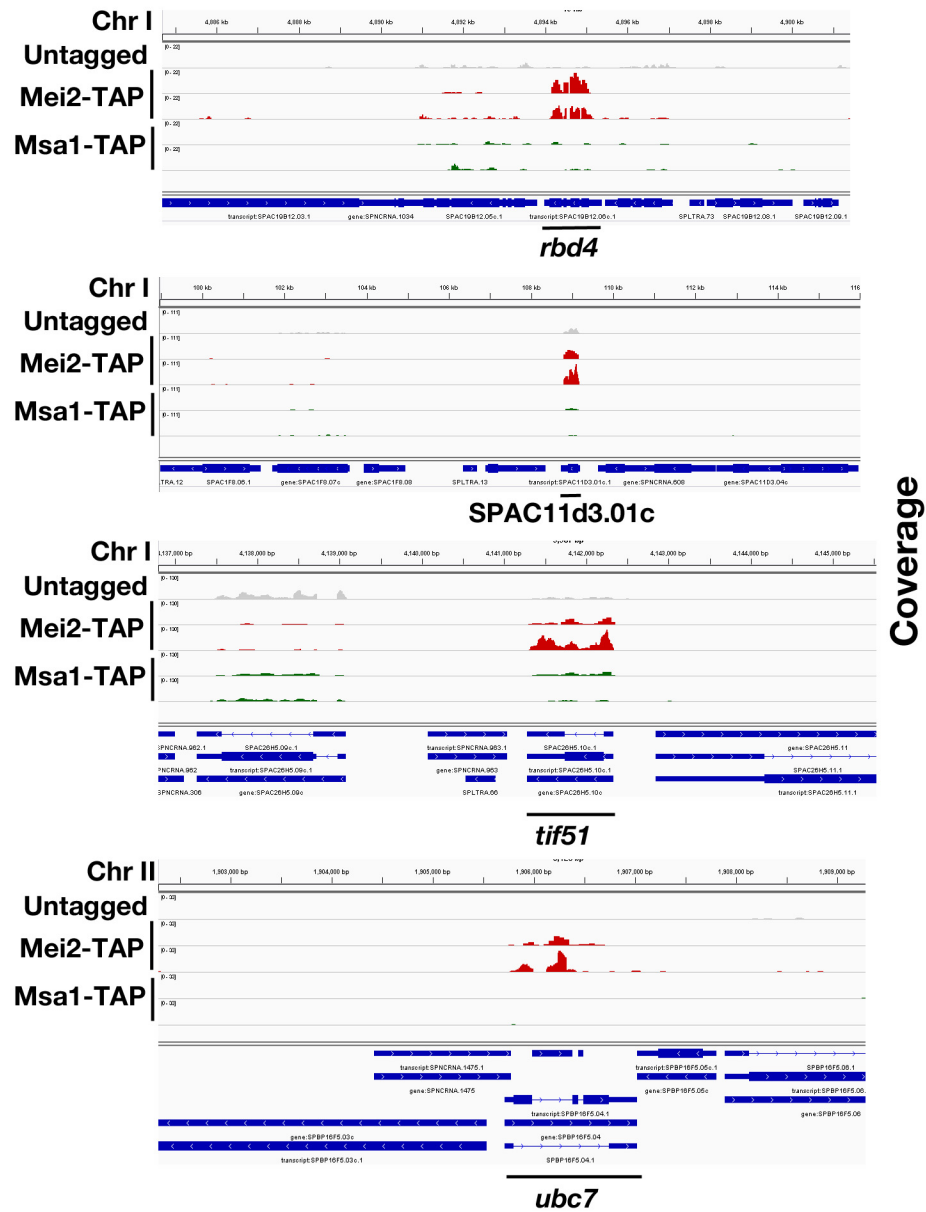

**Supplement:** Supplementary Figures

# Supplementary material for: mmi1 and rep2 mRNAs are novel RNA targets of the Mei2 RNA-binding protein during early meiosis in Schizosaccharomyces pombe
**Source:** Open Biol. 2018 Sep 26;8(9):180110. doi: 10.1098/rsob.180110
**Supplement:** Supplementary Legends

## Supplementary Figure Legends

**Supplementary Figure S1. Mei2-TAP and Msa1-TAP expression during meiosis.** (A) Western blot showing the expression of Mei2-TAP in an  $h^{90}$  strain after nitrogen starvation in ME media. Full-length Mei2-TAP expression is seen between 3-6 hours in this experiment. (B) Western blot showing Msa1-TAP expression in an  $h^{90}$  strain after nitrogen starvation in ME. Full-length Msa1-TAP is seen throughout meiosis. (C) Western blot showing Mei2-TAP and Msa1-TAP protein expression after adding increased amounts of protease inhibitor cocktail to the lysis buffer.

**Supplementary Figure S2. Immunoprecipitation of Mei2-TAP and Msa1-TAP.** (A) Western blot showing enrichment of Mei2-TAP after immunoprecipitation with IgG-agarose beads, and elution. (B) Western blot showing Mei2-TAP and Msa1-TAP enrichment after UV crosslinking and immunoprecipitation using IgG-agarose beads. 1:5000 PAP antibody was used to detect TAP-tagged proteins.

**Supplementary Figure S3. Non-targets of Mei2, *rec8* and *mei4*.** (A) Probe intensities from Mei2-TAP RIP-CHIP and (B) CLIP-Seq coverage from Mei2-TAP and Msa1-TAP CLIP-Seq of *rec8* and *mei4* loci showing that these RNAs are not enriched. Y-axes are group-autoscaled.

**Supplementary Figure S4. High-confidence RNA targets of Mei2 determined by RIP-CHIP with uncertain meiotic roles.** (A) IGB view from RIP-CHIP showing the enrichment at the SPACUNK4.17 and SPBP23a10.11c loci. These genes have uncertain roles in meiosis. Y-axes are group-autoscaled.

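*SPACUNK4.17* encodes a NAD-binding dehydrogenase family protein and lies on the minus strand of chromosome I from 2872778 to 2874579. Over its 8 sense probes the mean log2 difference between the Mei2-TAP and untagged arrays was 1.07 (SD over probes 1.595, adjusted p = 1.62e-03, exact window test, no replicates). Near the 3′ end the probe at 2873014 rose from a log2 Cy3 intensity of 6.17 to 10.94, a difference of 4.73, and the next probes, at 2873264, 2873514 and 2873767, rose by 1.60, 1.11 and 0.84. The other 4 lay between -0.07 and 0.21. The opposite strand had a mean of 0.506. *SPBP23A10.11c* is annotated as a circularly permuted beta-glucanase and lies on the minus strand of chromosome II from 2018920 to 2021174. Its 9 probes had a mean of 0.633 (SD over probes 0.735, adjusted p = 4.93e-03, exact window test). The highest, at 2020921 near the 5′ end, rose by 2.26 and the one at 2020421 by 1.42. The rest lay between 0.01 and 0.65. Of the settings tried, the processed signal moved both means the furthest, to 3.260 for *SPACUNK4.17* and 2.599 for *SPBP23A10.11c*, whereas leaving out the background correction gave 1.177 and 0.706. The paper counts both genes as high-confidence targets whose roles in meiosis are uncertain.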

**Supplementary Figure S5. RIP-CHIP only targets of Mei2.** IGB view of RNAs enriched only in RIP-CHIP, but not in CLIP-Seq. Y-axes are group-autoscaled.

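Of the 7 RIP-CHIP only targets, *snoU14*, a small nucleolar RNA on the plus strand of chromosome II from 1308634 to 1308745, is covered by 1 probe, which rose from a log2 Cy3 intensity of 6.73 to 10.84, a log2 difference of 4.075 (p = 8.19e-05, exact window test, no replicates). Its input signal was already at percentile 99.7 of all genes. *SPCC757.12*, a glycosyl hydrolase gene on chromosome III from 72876 to 75522, had a mean of 1.273 over 10 probes (SD over probes 1.554, adjusted p = 1.04e-03, exact window test), with rises of 4.73 at 73295 and 3.12 at 75295, near either end. *SPCC1223.14*, a chorismate synthase gene on chromosome III from 1876148 to 1877661, had a mean of 1.057 over 6 probes (SD 1.279, adjusted p = 1.99e-03, exact window test). In *efc25*, on chromosome II from 2739672 to 2743519, the first 4 probes from the 5′ end rose by 3.05, 4.08, 2.46 and 1.12 and the other 11 lay between -0.16 and 0.69, for a mean of 0.854 (SD 1.293). *SPBC32F12.07c*, on chromosome II from 2795240 to 2797713, had a mean of 0.626 over 10 probes (SD 0.833). *but2* showed a lower and more even difference, with a mean of 0.345 over 9 probes (SD 0.212) and no probe at 1 or more. In *yox1*, on chromosome II from 1648232 to 1648840, 1 of 5 probes reached 1.03 and the mean was 0.247 (SD 0.456, adjusted p = 5.65e-02, exact window test). *yox1* passed that test in 3 other settings, with the processed signal (adjusted p = 4.67e-02), with no background correction (4.42e-02) and with the Cy3 to Cy5 ratio (4.05e-02). The setting that moved most of these means furthest was the processed signal, under which the 6 targets with at least 2 probes ran from 1.216 at *yox1* to 3.207 at *SPCC757.12*. The paper lists these RNAs as enriched in RIP-CHIP alone, and does not class them as high-confidence targets.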

**Supplementary Figure S6. CLIP-Seq enrichments of high-confidence RNA targets of Mei2.** IGV snapshots of enrichments at loci determined as high-confidence Mei2 targets. For Mei2-TAP and Msa1-TAP, CLIP-Seq enrichments from biological replicates are shown. Y-axes are group-autoscaled.

**Supplementary Figure S7. CLIP-Seq only targets of Mei2.** IGV snapshots showing enrichments of Mei2 targets determined by CLIP-Seq but not RIP-CHIP. Y-axes are group-autoscaled.

How the deposited data were processed for this re-analysis (not part of the article)

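RIP-CHIP of Mei2-TAP was analysed from 2 two-colour tiling arrays, 1 hybridized with RNA from the Mei2-TAP strain and 1 with RNA from the untagged strain, both in early meiosis. The Cy3 channel holds the immunoprecipitated RNA and the Cy5 channel the input RNA on each array. There are no replicates and no dye swap, and both arrays were on a single slide. CLIP-Seq, qRT-PCR and western blots are not in the files analysed here, and the CLIP-Seq target lists and fold values are the paper's.

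For each array the authors deposited the scanner software's output, which gives the spot intensity in each channel as the mean and median of the pixels with no normalization, the local background intensity around each spot, and a processed intensity that the software had already corrected for background, spatial trend and dye. In that processed intensity, signals not above background are replaced by a surrogate value. The signal level sets the precision in place of depth. Of 102653 probes per array, 48534 (47.3%) were called well above background in Cy3 with Mei2-TAP and 38782 (37.8%) without the tag, and 61537 on at least 1 of the arrays. The median Cy3 intensity was 45 and 42, close to the 43 and 41 of the 1036 negative control spots, so that for the other probes a difference would have to lift the signal out of the background to be seen. In Cy5, 60329 probes (58.8%) on the Mei2-TAP array and 63055 (61.4%) on the untagged array were called well above background.

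The channel was chosen by the rule set beforehand, that of the channel whose log2 values follow the paper's supplementary tracks more closely, and this was Cy3. Mean intensities were background-corrected with normexp in limma 3.58.1 under R 4.3.3, with an offset of 50, and each array was centred on its median over probes that are not controls, because a RIP can truly shift probes in 1 direction. Control spots and the 87 probes flagged on either array were left out. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

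Probe sequences of 60 nt were matched exactly to both strands of the ASM294v3 reference, and the 97750 probes with a single match were kept. This filter was chosen after the files arrived and has no alternative among the settings fixed before. All 96555 of these probes whose name gives a chromosome position lay at that position plus 1, so the array design and the reference share coordinates. Gene spans, strands and products come from the annotation supplied with that reference. A probe belongs to a gene when its centre lies within the span on the same strand. The 12645 annotated genes include 9975 with at least 2 such probes, 4944 of them protein-coding.

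The score of a gene is the mean log2 difference, Mei2-TAP minus untagged, of its probes. The window test compares it with the means of all runs of as many consecutive same-strand probes in the genome by exact enumeration, and gives the share of runs with a mean as large (one-sided). The p-values were adjusted by the Benjamini-Hochberg method within the RIP-CHIP targets, the CLIP-Seq only targets, the listed early meiotic genes and the other named sets, each separately. *snoU14* and *srp7* have 1 probe each, and for *snoU14* the unadjusted p is given. The test measures how unusual a stretch is on this pair of arrays, with runs that are not matched for expression. It is no substitute for replicate error, and the RIP-CHIP targets were picked by the authors from the same arrays. Counts of genes used a mean of at least 1, and counts of regions used runs of at least 3 probes each at 1 or more. Shares of highly expressed genes were compared by Fisher's exact test, the overlap of the target lists by the hypergeometric upper tail, and motif density against enrichment by Spearman's rho with 100000 permutations.

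The genes named in the text were set by a rule written before the files arrived: every gene of table 1, *rec8*, *mei4*, *srp7*, *mei2*, *msa1*, 22 listed early meiotic genes, and the 10 genes outside table 1 with the largest mean that have at least 2 probes at 1 or more and do not overlap a table 1 gene on the same strand. The early meiotic list came from general knowledge, since the paper names only *rec8* and *mei4*.

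The window test was tested on simulated data in which the real probe differences were shuffled along the genome and chosen genes were shifted by 1, 2 or 4 on the log2 scale. In 20 data sets with lists of 13 genes, as long as the target list, 100% of shifted genes passed the adjusted threshold and 8.3% of the 60 unshifted genes did. Every probe of a shifted gene moved by the same amount, of at least 1. The recovery is therefore not known for smaller means carried by a few probes, such as *rep2* at 0.619. When 200 genes were shifted at once among 2000 unshifted ones, every shifted gene had an unadjusted p under 0.05, but after adjustment 0% of those shifted by 1, 1.2% of those shifted by 2 and 54.4% of those shifted by 4 remained. The second simulation was run first, and the list of 13 was added once its recovery was seen to be low, to match how the test is used. The test loses power when many genes are enriched, because enriched runs enter its own background. Shuffling also removes the correlation of neighbouring probes, so the false positive share on real data was not measured.

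The alternatives tried were the processed signal (log2 after adding 1), no background correction, an offset of 16, the Cy5 channel, the Cy3 to Cy5 ratio, loess on mean intensity (span 0.3, 4 iterations), quantile normalization, only probes well above background, flagged spots kept, the median or the mean without the highest probe, the opposite strand, a minimum of 1 or 4 probes, thresholds of 0.5 or 2, and region lengths of 2 or 4 probes. Other backgrounds were tried for the overlap, and other spans or counting for the motifs. 2 further spans of *sme2*, 4 settings for the highly expressed genes and 3 spans of *sme2* for the comparison of 5′ and 3′ parts were added after the files were seen.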

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

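10 genes outside table 1 were flagged because their probes rose on the Mei2-TAP array above the untagged control, and the paper does not discuss them. Their mean log2 differences (no replicates) were 2.017 for *tef103* (elongation factor EF-1 alpha), 1.931 for a non-coding RNA antisense to *sme2*, 1.883 for *mae2* (malate dehydrogenase), 1.817 for *prl53* (a polyadenylated non-coding RNA), 1.613 for *mamRNA*, 1.516 for *atp17* (an ATPase subunit), 1.469 for *rpl2801*, 1.446 for *clc1* (clathrin light chain), 1.415 for *rps1502* and 1.383 for *rpl4301*. They were chosen as the largest of their kind, so large values are what the selection gives. With several hits among 9975 genes, each needs a check on fresh samples.

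Technical explanations were weighed for the 10 as a set. Loess on mean intensity took away a part of the values that varies between genes. The mean intensity includes the Mei2-TAP array, so a probe raised by binding also moves up that scale. The drop therefore cannot tell a difference that grows with intensity from binding. After loess on mean intensity 3 of the 10 stayed at 1 or more (the *sme2* antisense RNA at 1.357, *mamRNA* at 1.101 and *mae2* at 1.056). *prl53*, *atp17*, *clc1* and *tef103* fell to 0.827, 0.671, 0.573 and 0.328 but still passed the exact window test (adjusted p = 1.07e-03, 2.21e-03, 2.23e-03 and 8.82e-03). *rpl2801*, *rps1502* and *rpl4301* were at 0.054, 0.119 and 0.109 and no longer passed. With quantile normalization in place of loess, these 3 genes were at 0.194, 0.206 and 0.176. There they did pass the exact window test (adjusted p = 2.57e-02, 2.54e-02 and 2.93e-02). The prediction on intensity was made only after the intensity trend had been seen. The remaining predictions were written before the result. The set was not made up of neighbours of table 1 genes, as 2 of the 10 lie within 5 kb of a RIP-CHIP target (the same locus as a target). Of the 10, 2 have any probe with more than 1 match, but such probes were left out of every mean. That count therefore cannot tell whether RNAs of similar sequence from other loci added signal to the probes that were kept. Higher abundance in the Mei2-TAP input, taken as an input difference of at least 1, was found for 0 of the 10. The largest input difference among them was 0.128, at *tef103*. Loess assumes that most genes at a given intensity do not differ, and few genes are as bright as the ribosomal protein genes, so it may also remove true binding from them.

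The 3 that stay high are not shown to be bound. The antisense RNA (chromosome II, 339378 to 340150, plus strand) overlaps *sme2*, and its opposite-strand probes, which are *sme2* probes, had a mean of 3.524. Signal of the opposite strand could therefore be a candidate explanation for it, for instance through labelling of both strands, which was not tested at this locus. *mamRNA* (chromosome II, 1307681 to 1308359, plus strand) is annotated as an RNA associated with Mmi1 and Mei2 and ends shortly before *snoU14*. Its probes at 1307930 and 1308177 and the *snoU14* probe form part of 1 enriched run of 4 probes, so an RNA reaching into *snoU14* and separate RNAs cannot be told apart. *mae2* (chromosome III, 275261 to 277262) had 6 of 8 probes at 1 or more. Its input signal was at percentile 97.3, and carry-over of highly expressed RNAs was not excluded, as the odds ratio for such genes was 53.504.

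*prl53* (chromosome I, 4008054 to 4009905) has an input signal at percentile 99.4, with a mean difference of -0.627 in the input channel and 1.16 on the opposite strand. After loess it was at 0.827. The paper's Mei2-TAP against untagged CLIP-Seq table lists a peak in it at 4.01 fold (the paper's value), and its Mei2-TAP against Msa1-TAP table of targets does not. For all 10 genes, the design holds a tagged and an untagged strain as its only biological contrast, and at least 1 technical explanation remains, so none is called biological here.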

How the results depend on the processing

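The sample mapping, the test designs, the rule for the genes named and every alternative except those said to be added were fixed before the processed files arrived. The filter on probe matches was not among them. Before those choices were fixed, the paper's figures had been seen, and its supplementary track values had been looked at around *sme2* and *mmi1*, and these tracks hold the Cy3 signal of the same arrays. Under all of those settings 0 early meiotic genes passed the window test, the overlap of the target lists had a p-value of at most 1.43e-14, and the share of enriched genes stayed higher among highly expressed genes under the 4 settings added for that test after the data were seen (odds ratios from 13.53 to 91.089). The number of RIP-CHIP targets past the test stayed between 9 and 12 except in the Cy5 channel (0) and on antisense probes (6).

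The number of enriched genes, 47 in the main setting, depended on many of the choices. It changed little with no background correction (50), with flagged spots kept (47) and by the median over the probes (45). With only probes well above background, and also with a minimum of 1 probe, the number was 56. Other settings moved the number further. It was 1095 with the processed signal, 88 with a normexp offset of 16, 0 in the Cy5 channel, 83 with the Cy3 over Cy5 ratio, 5 with loess on mean intensity and 5 with quantile normalization, 18 as the mean without the highest probe, 27 on antisense probes, 15 with a minimum of 4 probes, 255 at a threshold of 0.5 and 1 at a threshold of 2. Genes lower in Mei2-TAP, 0 in the main setting, numbered 24 with the processed signal, 1 with flagged spots kept, 1 as the mean without the highest probe, 1 with a minimum of 1 probe and 3 at a threshold of 0.5. Enriched regions, 28 in the main setting, numbered 1371 with the processed signal, 80 with offset 16, 0 in the Cy5 channel, 44 with the ratio, 6 with loess, 7 with quantile normalization, 133 at a threshold of 0.5, 6 at a threshold of 2, 109 with at least 2 probes and 9 with at least 4 probes. Regions lower in Mei2-TAP rose from 0 to 5 with the processed signal. The offset pulls dim probes together, and the processed signal has only 1 added, so small differences near background may become large on a log2 scale there. It also differs in its dye and spatial corrections and its surrogate values, and these were not tested apart. Loess and quantile normalization remove a difference that grows with intensity, which could explain why most enriched genes drop out under both. The Cy5 channel holds the input RNA and not the immunoprecipitated RNA.

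The number of Mmi1 motifs in *sme2* moved from 7 to 23 when the span was extended 3′ as in Fig. 1e. It was 22 over the span drawn in that figure. The correlation across genes of motifs with enrichment changed sign, from -0.018 per kb to 0.091 per transcript (permutation p = 1e-05, the smallest that 100000 permutations can give). Longer transcripts hold more motifs, and this could explain the change, since only the count per transcript depends on length.

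For the genes named one by one, 622 rows were computed, up to 12 settings each and 2 further spans for *sme2*, of which 495 kept their direction and side of the threshold, 18 were weaker, 12 were stronger and 97 changed sign. In the Cy5 channel, 37 changed sign: -0.0409 for *sme2*, -0.104 for *mmi1*, -0.0135 for *rep2*, -0.0484 for *mug110*, -0.0389 for *SPACUNK4.17*, -0.0023 for *SPBP23A10.11c*, -0.0402 for *SPBC32F12.07c*, -0.1478 for *yox1*, -0.0123 for *efc25*, -0.0861 for *SPCC1223.14*, -0.0421 for *SPCC757.12*, -0.1129 for *but2*, -0.0851 for *SPAC11D3.01c*, -0.0556 for *rbd4*, -0.3904 for *tif51*, -0.1051 for *ubc7*, -0.0496 for *rec10*, 0.0041 for *rec11*, -0.0565 for *rec25*, -0.0068 for *rec27*, -0.0885 for *dmc1*, -0.0717 for *mek1*, -0.0772 for *ssm4*, -0.0052 for *sgo1*, 0.011 for *mei3*, -0.0356 for *ste11*, -0.0556 for *mei2*, -0.0326 for *msa1*, -0.1872 for *mae2*, -0.5989 for *prl53*, -0.197 for *mamRNA*, -0.1688 for *atp17*, -0.2866 for *rpl2801*, -0.1208 for *clc1*, -0.0808 for *rps1502*, -0.0114 for *rpl4301* and -0.1551 for *snoU14*. With antisense probes the values were -0.0247 for *SPAC11D3.01c*, -0.0146 for *rec8*, 0.0261 for *mei4*, -0.0305 for *rec10*, -0.0024 for *rec12*, -0.0452 for *rec27*, 0.0396 for *meu13*, 0.1274 for *mcp7*, -0.0516 for *hop1*, -0.0423 for *mek1*, -0.0158 for *ssm4*, -0.0379 for *spo5*, -0.0376 for *sgo1*, 0.007 for *mei3* and -0.1095 for *rpl2801*. As the mean without the highest probe they were -0.0143 for *rec8*, -0.013 for *rec7*, -0.005 for *rec10*, -0.0186 for *rec12*, -0.0073 for *hop1*, -0.018 for *mek1*, -0.0028 for *moa1*, -0.0321 for *sgo1* and -0.0121 for *rep1*. Without background correction they were -0.0028 for *rec10*, 0.0005 for *rec11*, 0.0159 for *meu13*, -0.0086 for *hop1*, -0.0096 for *mek1*, 0.0139 for *crs1* and -0.031 for *rep1*. By the median over the probes they were -0.0385 for *rec8*, 0.0243 for *mei4*, -0.0004 for *hop1*, -0.0127 for *mek1*, -0.0279 for *sgo1* and -0.0236 for *rep1*. Quantile normalization gave -0.0009 for *mek1*, -0.0005 for *sgo1*, -0.0027 for *rep1*, -0.0042 for *ste11*, -0.0194 for *msa1* and -0.1734 for *srp7*, and loess on mean intensity gave -0.0059 for *mek1*, -0.0047 for *sgo1*, -0.0071 for *ste11*, -0.0267 for *msa1* and -0.1158 for *srp7*. The Cy3 over Cy5 ratio gave -0.0031 for *rec8*, 0.0263 for *mei4*, -0.0493 for *rec12*, -0.0013 for *hop1* and 0.0119 for *crs1*. The processed signal gave 0.0549 for *mei4*, 0.3961 for *meu13*, 0.2833 for *crs1*, -0.1411 for *rep1* and 0.1242 for *mei3*. Keeping only probes well above background gave -0.0234 for *hop1* and -0.0047 for *mek1*.

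Among the weaker results, *sme2* by the median over its annotated span had a value of 0.16. *mug110* was 0.058 by the median and 0.032 without its highest probe. These results depend on 1 or a few probes, and that of *sme2* also on the span. *srp7* has 1 probe, and its sign under loess and quantile normalization may follow from its brightness. Rows for *mug110*, *dmc1* and *moa1* could not be computed with only probes well above background, and *snoU14* has no antisense probe. With 1 array per condition, no setting measures how far another pair of arrays would differ.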

Differences from the paper's values

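The paper gives gaps of 50 nt between the probes of a strand, whereas the median gap between matched probes of one strand was 190 nt. No alternative set before the files arrived bears on this value. Counted over both strands together, the median gap was 65 nt.

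The paper reports 13 RNAs enriched with Mei2-TAP across the genome, found with a browser, and 47 genes had a mean log2 difference of at least 1. Of the alternatives set before the files arrived, the mean without the highest probe (18 genes) and a minimum of 4 probes (15 genes) came within 1.5 times of the paper's 13. The other settings did not, with values from 0 in the Cy5 channel to 1095 with the processed signal. This compares totals and not lists of genes. Without the highest probe, the largest mean among the RIP-CHIP targets with at least 2 probes was 0.8898, at *SPCC757.12*. That is under the cut-off of 1, so the 18 genes include none of these targets. *mug110* has 3 probes and cannot enter under a minimum of 4.

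The paper states that meiRNA has 23 Mmi1 motifs. The annotated *sme2* span holds 7. The alternative set before the files arrived, the span extended 3′ as drawn in Fig. 1e, holds 23, although its coordinate was read by eye and fixed after the motifs had been counted, so that it was chosen after seeing the values.

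For the overlap of the target lists the paper gives a p-value of about 1.5e-13 in Fig. 2a, read by eye, while the hypergeometric test gave 2.63e-16. Neither background set before the files arrived closed the gap, with 1.43e-14 for protein-coding genes and 6.34e-17 for all annotated genes.

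Some further statements of the paper differ from the files. The methods give a shorter probe length than the 60 nt of the probe sequences. The methods say that Cy5 intensities were viewed in the browser, whereas the supplementary tracks equal the log2 median Cy3 signal at 100% of shared probes. Table 1 lists *yox1* as a RIP-CHIP target, and its mean was 0.247 with an adjusted p of 5.65e-02 (exact window test), although it passed with the processed signal (4.67e-02), with no background correction (4.42e-02) and with the Cy3 over Cy5 ratio (4.05e-02), all set before the files arrived. The same table lists *tif51* from CLIP-Seq only, and on the arrays it passed the window test at a mean of 0.922. In Fig. S5 the panel of *SPCC757.12* is marked chromosome II and that of *yox1* chromosome III, whereas the reference has *SPCC757.12* on III from 72876 and *yox1* on II from 1648232.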

Other observations

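Differences between the arrays were almost all in 1 direction, with 47 genes enriched and 0 lower. Several explanations were tested. For a brighter Mei2-TAP array, the test set beforehand was whether normalization brings enriched and lower genes level. Under both loess and quantile normalization the ratio was 5.0 (5 enriched genes to 0 lower ones, with 0 counted as 1 to form a ratio). That test is weak, because no gene was lower before normalization either, and the enriched genes fell from 47 to 5, so a brighter array is not excluded. GC content of the probes had a Spearman rho of 0.182 with the difference, under the 0.3 set beforehand. A patch of the slide was not seen either, since neighbours of raised spots were raised 1.13 times as often as spots in general. Carry-over of highly expressed RNAs remains, with an odds ratio of 53.504 for the top 10% of genes by input signal, and a difference that grows with intensity remains as well, since 5 of the 47 enriched genes stayed at 1 or more after loess on mean intensity. The intensity prediction was made after the trend was seen and the others before. A brighter array, carry-over and a difference that grows with intensity cannot be told apart on 2 arrays, and no biological explanation of the trend was tested.

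Several table 1 targets lie above that trend. After loess on mean intensity *sme2* was second among the genes with at least 2 probes, at 1.338, and *SPCC757.12*, *SPACUNK4.17* and *mmi1* were at 0.81, 0.763 and 0.656, while 11 RIP-CHIP targets still passed the window test. *but2* fell to 0.084 and *yox1* to 0.072, and *yox1* was not past the test before loess in the main setting either. Genes outside table 1 lie above the trend as well, such as *prl53* at 0.827 and *atp17* at 0.671. A hypothesis is that Mei2 binding lifts the first group of targets above the trend, but it was formed on the same arrays that gave the target list.

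Signal on the opposite strand was raised at some loci. Among the 6 RIP-CHIP targets with a sense mean of at least 1, 0 had an opposite-strand mean of at least 1, a prediction made after the values were seen, although *sme2* came close at 0.957 and *snoU14* has no opposite-strand probe. At *sme2* the opposite-strand probes at 339177, 339427 and 339677 rose by 2.88, 3.56 and 2.38. In *SPCC757.12* those at 73170 and 73420 rose by 4.16 and 1.35, and in *SPACUNK4.17* the one at 2873139 by 1.75. On opposite-strand probes, 6 of the 12 RIP-CHIP targets with at least 2 sense probes passed the exact window test after adjustment. The cut-off of 1 therefore does not rule out opposite-strand signal at the targets. Among other named genes the opposite-strand mean was 1.278 at *tif51*, 1.23 at *mamRNA* and 1.16 at *prl53*. Labelling of both strands was not tested.

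The mRNA of the tagged protein itself was raised. *mei2* (chromosome I, 4510983 to 4515025, minus strand) had a mean log2 difference of 0.809 over 16 probes, with an exact window test p of 4.51e-04, while *msa1* had 0.031 over 18 probes (p = 4.74e-01, exact window test). Such a contrast was predicted beforehand if nascent Mei2-TAP carries its own mRNA. The difference between the genes was not itself tested. 2 other explanations were added afterwards. More *mei2* mRNA in the tagged strain was not seen, with an input difference of -0.084 before centring, and a difference that grows with intensity left a mean of 0.367 after loess, above the 0.25 set for it. The probe at the 3′ end rose by 4.12, and the mean was 1.335 over the 3′ part of the gene against 0.284 over the 5′ part, divided at the middle of the span. The arrays cannot separate binding of *mei2* mRNA by Mei2 from association through the nascent protein. A chain still being made would carry a C-terminal tag only near the end of translation, which weighs against the second. The TAP tag is at the C-terminus and so at the 3′ end of the coding sequence, and any effect of it on nearby probes was not tested.

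The paper reports 5′ enrichment along its targets from CLIP-Seq. On the arrays, 5 of 12 RIP-CHIP targets had a higher mean in the 5′ part than in the 3′ part (exact sign test p = 0.774), so 5 prime binding was not detected across the targets as a group. This prediction was made after the values had been seen. The side of *sme2* depended on the span taken for it. It was higher in the 3′ part of the annotated span (0.049 in the 5′ part against 3.524), but higher in the 5′ part over the span drawn in Fig. 1e (3.465 against 1.585), the annotated span extended 3′ (1.787 against 1.609) and the CLIP-Seq peak (2.659 against 0.353). With any of those 3 spans, added after the values were seen, 6 of 12 targets were higher in the 5′ part (exact sign test p = 1.0). *efc25* was also higher in the 5′ part, at 1.366 against 0.268. *mmi1* and *rep2*, whose 5′ untranslated regions the paper reports as enriched, were higher in the 5′ part, at 1.496 against 0.532 and 0.669 against 0.569. These means do not single out the 5′ untranslated regions. In *mmi1* the probe nearest the 5′ end, at 339966, gave 0.02. The rise lay from 338466 to 339275, outside the paper's CLIP-Seq peak at 339718 to 340160 but inside its peak at 338292 to 339376. In *rep2* the probe nearest the 5′ end gave 0.19, and the highest, at 1718796 with 1.69, lay in the 3′ part. *mug110* and *SPACUNK4.17*, for which the paper found no 5′ enrichment, were higher in the 3′ part, at 0.058 against 0.878 and 0.296 against 1.844. If RNA molecules stayed whole in the native RIP, a probe need not lie where the protein binds, but whether they did was not tested. With labelling from the 3′ end, probes near that end may be brighter, which was not tested either. Input intensity is one place to look for such brightness, but the targets were divided. In *SPACUNK4.17* the highest probe also had the highest input signal of the sense probes (9.34, untagged array). The same held in *rep2*, *mug110*, *SPBC32F12.07c*, *yox1* and *SPCC1223.14*. It did not hold in *sme2*, *mmi1*, *SPBP23A10.11c*, *efc25*, *but2* or *SPCC757.12*. For *sme2* this depended on the span. Its sense probe with the highest input, at 340805 (9.8), lies outside the span drawn in Fig. 1e. Within the drawn span the highest probe, at 339552, also had the highest input (8.87). In *SPCC757.12* the highest probe had an input signal of 6.31, against 9.95 at the probe at 75295.

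Mmi1 motifs carrying RNAs into the precipitate was a hypothesis set before the files arrived. Across 9975 genes the density of T(T/C/G)AAAC motifs had a Spearman rho of -0.018 with the log2 difference (permutation p = 0.072), so no such relation was seen. Genes are not independent replicates. *rec8* and *mei4*, with 12 and 10 motifs, were at 0.031 and -0.015. The count per transcript gave 0.091, and it mixes motif number with length.

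*srp7*, the paper's control for its qRT-PCR, was raised by 0.686 on its 1 probe (p = 2.0e-02, exact window test, no replicates). Loess brought it to -0.116 and quantile normalization to -0.173, as may follow from a difference that grows with intensity. The paper's table of Mei2-TAP against Msa1-TAP CLIP-Seq peaks lists it at 4.26 fold (the paper's value). Its table against the untagged strain does not, and the paper required both comparisons for a CLIP-Seq target. By qRT-PCR the paper found *srp7* not enriched after RIP or CLIP.

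At *mcp7* 1 probe fell by 3.295 with Mei2-TAP, the largest fall among the named genes, and the mean of the gene fell by 0.337 in the input channel as well. At *sme2* some raised probes lie downstream of the annotated 3′ end. Over the annotated span the mean was 1.787, over the span drawn in Fig. 1e it was 2.659, and over the CLIP-Seq peak of Table S2 (chromosome II, 336229 to 339998) it was 1.429, the last 2 spans having been added after the probe values were seen.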
